# An NKX-COUP-TFII morphogenetic code directs mucosal endothelial addressin expression

**DOI:** 10.1038/s41467-022-34991-2

**Published:** 2022-12-02

**Authors:** Thanh Theresa Dinh, Menglan Xiang, Anusha Rajaraman, Yongzhi Wang, Nicole Salazar, Yu Zhu, Walter Roper, Siyeon Rhee, Kevin Brulois, Ed O’Hara, Helena Kiefel, Truc M. Dinh, Yuhan Bi, Dalila Gonzalez, Evan P. Bao, Kristy Red-Horse, Peter Balogh, Fanni Gábris, Balázs Gaszner, Gergely Berta, Junliang Pan, Eugene C. Butcher

**Keywords:** Lymphocytes, Body patterning, Transcriptional regulatory elements

## Abstract

Immunoglobulin family and carbohydrate vascular addressins encoded by *Madcam1* and *St6gal1* control lymphocyte homing into intestinal tissues, regulating immunity and inflammation. The addressins are developmentally programmed to decorate endothelial cells lining gut post-capillary and high endothelial venules (HEV), providing a prototypical example of organ- and segment-specific endothelial specialization. We identify conserved NKX-COUP-TFII composite elements (NCCE) in regulatory regions of *Madcam1* and *St6gal1* that bind intestinal homeodomain protein NKX2-3 cooperatively with venous nuclear receptor COUP-TFII to activate transcription. The *Madcam1* element also integrates repressive signals from arterial/capillary Notch effectors. Pan-endothelial COUP-TFII overexpression induces ectopic addressin expression in NKX2-3^+^ capillaries, while NKX2-3 deficiency abrogates expression by HEV. Phylogenetically conserved NCCE are enriched in genes involved in neuron migration and morphogenesis of the heart, kidney, pancreas and other organs. Our results define an NKX-COUP-TFII morphogenetic code that targets expression of mucosal vascular addressins.

## Abstract (web summary)

Vascular addressins control lymphocyte homing, thus regulating immunity and inflammation, but how addressin expression is patterned remains unknown. Here the authors identify composite DNA elements (NCCEs) that bind NKX2 homeodomain proteins cooperatively with COUP-TFII to define a morphogenetic code that targets transcription of mucosal vascular addressins.

## Introduction

The blood vasculature is segmentally specialized for physiological functions specific to arterial, capillary, venous, and sinusoidal vessels, and regionally specialized for functions specific to different organs, tissues, or microenvironments^1^. A prototypical example is the segmental and organotypic specialization of vascular endothelium for control of lymphocyte and immune cell traffic^2^. Blood-borne leukocytes adhere and extravasate preferentially through vascular segments immediately downstream of capillaries: postcapillary venules (PCV) in sites of inflammation and immune surveillance, and specialized high endothelial venules (HEV) in secondary and tertiary lymphoid tissues^3–6^. HEV and PCV in sites of immune surveillance display organ-specific adhesion molecules termed vascular addressins that direct tissue-specific lymphocyte homing in support of regional immune specialization and responses^2,3,7^. The mucosal vascular addressin-1, MAdCAM1, is an Ig and mucin family member expressed by HEV in gut-associated lymphoid tissues (GALT) and by venules for lymphocyte homing into the intestinal lamina propria, and by the splenic marginal zone; but not normally by HEV in other tissues in the adult^8,9^. MAdCAM1 recruits lymphocytes bearing the gut-homing receptor integrin α_4_β_7_. Intestinal HEV and PCV are also decorated by α2-6 sialic acid-capped glycotopes recognized by the B cell-specific lectin CD22 (Siglec2)^10^. These glycotopes constitute a B cell-specific mucosal vascular addressin, designated here BMAd, which selectively enhances the homing of B cells into GALT^10^, where they contribute to the IgA response to intestinal antigens and pathogens^11^. BMAd is synthesized by beta-galactoside alpha-2,6-sialyltransferase 1, encoded by *St6gal1*, which like *Madcam1* is selectively expressed by GALT HEV^10^.

Whole genome expression studies have shown that developmentally important transcriptional programs are retained and expressed basally in the mature vascular endothelium^10,12,13^. Venular endothelial cells express *Nr2f2*-encoding COUP-TFII, a master transcription factor for embryonic vein formation^14–16^. Capillary and arterial EC display Notch and its downstream repressor-encoding genes including *Hey1* and *Hes1*^10,12^, critical participants in arterial specification. Counterplay between COUP-TFII and Notch signaling ensures separation of the unique features of the vascular segments^17,18^. Intestinal EC retains expression of *Nkx2-3*, encoding a homeodomain transcription factor that programs gut development^19^. Moreover, COUP-TFII and proteins of the NKX2 family cooperate to regulate cell fate determination during development. For example, the embryonic heart field is established by NKX2-5, the vertebrate homolog of Drosophila “tinman”^20^; within the heart field COUP-TFII programs atrial fate^15^. COUP-TFII and NKX2-5 also control pro-epicardial and endocardial development^15,21^, while COUP-TFII and NKX2-1 coordinate to direct the migration of developing GABAergic neurons^22–24^. These observations raised the possibility that cooperative interplay of NKX2-3 and COUP-TFII might contribute to organotypic specialization of intestinal venules. While *cis*-acting composite motifs that are implicated in endothelial-specific gene expression during early development have been defined^25^, genomic motifs and transcriptional control mechanisms that direct organotypic and segmental specialization of endothelium, including the venule- and intestine-specific expression of the addressins, remain to be elucidated.

Here we describe NKX-COUP-TFII composite elements (NCCE), short genomic sequences that direct organ- and segment-specific expression of the mucosal vascular addressins. NCCE in the *Madcam1* and *St6gal1* regulatory regions seed cooperative binding of the intestinal homeodomain transcription factor (TF) NKX2-3 with the venous master regulator COUP-TFII, integrating regional and segmental factors to create a transcriptional activation complex that promotes addressin expression. Phylogenetically conserved NCCE genomic motifs are enriched in association with genes involved in embryonic organ morphogenesis, including genes implicated in cardiovascular, pancreatic, and neuronal specification. Thus our results show that COUP-TFII forms transcriptional activation complexes with NKX homeodomain partners on NCCE to target the vascular addressins, and suggest roles of NCCE in embryonic organogenesis and cell specification.

## Results

### A *Madcam1* composite element (CE) binds gut, vein, and capillary-specific TF

We identified a combinatorial element (CE) within the promotor of *Madcam1* comprising 1) a homeodomain (HD) motif that binds the intestinal TF NKX2-3; 2) two canonical binding sites for the venous TF COUP-TFII (encoded by *Nr2f2*); and 3) a conserved E-box that binds the capillary/arterial Notch downstream transcriptional repressor HEY1 (Figs. 1A and S1A). The two COUP-TFII “half sites” are spaced seven nucleotides apart in the mouse (TGACCC, highlighted in green in Figs. 1A and S1A), a spacing consistent with COUP-TFII homodimer binding^26^. The HD, E-box and COUP-TFII “A” site motifs overlap (Fig. 1A), suggesting the potential for competition between TFs.

**Fig. 1:**
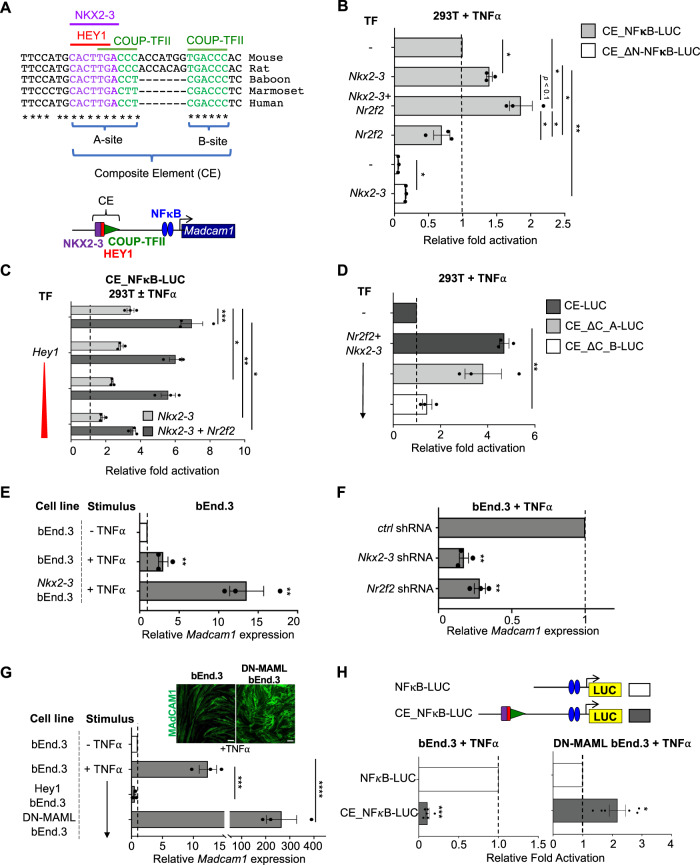
An evolutionarily conserved composite element (CE) in the *Madcam1* promoter integrates NKX2-3, COUP-TFII, and HEY1 to regulate transcription. **A** Sequence of the CE in indicated species, and schematic of the CE. Conserved E-box (HEY1 binding site), homeodomain (NKX2-3 binding site) and COUP-TFII binding sites are highlighted in red, purple and green respectively. **B** *Nkx2-3* or cooperative *Nkx2-3* and *Nr2f2* enhance TNFα stimulated luciferase reporter activity driven by CE-containing *Madcam1* promoter (CE_NFκB-LUC) in 293T cells. Mutation of the homeodomain motif (in CE_ΔN-NFκB-LUC) inhibits activity. Data normalized to CE_NFκB-LUC activity. **C** HEY1 dose-dependently suppresses *Nkx2-3* (light gray bars) or cooperative *Nr2f2* and *Nkx2-3* (dark gray bars) transcriptional activation from the CE-containing *Madcam1* promoter in TNFα stimulated 293T cells. Data normalized to basal reporter activity without TNFα stimulation (dashed line). **D** Effects of mutation of COUP-TFII “A” (CE_ΔC_A-LUC) or “B” (CE_ΔC_B-LUC) sites on cooperative *Nr2f2* and *Nkx2-3* activation of luciferase reporter in 293T cells. Results were normalized to control CE-containing reporter activity. Vector contains three tandem copies of CE. **E** Induction of *Madcam1* expression in TNFα stimulated bEnd.3 cells overexpressing *Nkx2-3*, evaluated by real-time PCR. Results are normalized to basal *Madcam1* levels in bEnd.3 cells. **F** Knockdown of *Nkx2-3* or *Nr2f2* by shRNA inhibits *Madcam1* expression in bEnd.3 cells. Data were normalized to β-actin and then to expression in cells transduced with control shRNA. **G** Endogenous *Madcam1* expression in bEnd.3 cells or bEnd.3 cells stably transduced with *Hey1* or *DN-MAML*, evaluated by real-time PCR. Results are normalized to basal *Madcam1* in unstimulated bEnd.3 cells. Inset: immunofluorescence staining showing MAdCAM1 expression (green) in TNFα-stimulated bEnd.3 vs DN-MAML bEnd.3 cells. Scale bars: 20$$\mu$$m. **H** Upper panel: schematic of the *Madcam1* promoter with (CE_NFκB-LUC) or without (NFκB-LUC) the CE. Lower panel: luciferase reporter activity driven by the *Madcam1* promoter with (CE_NFκB-LUC; gray bars) or without (NFκB-LUC; white bars) the CE. CE_NFκB-LUC activity is normalized to the activity of NFκB-LUC. All TNFα-stimulations were done for 36 h. Values are mean ± SEM of three independent experiments unless stated otherwise. *: *p* value < 0.05; **: *p* value < 0.01; ***: *p* value < 0.005; ****: *p* value < 0.001. Two tailed t-test, paired.

To test for direct binding of the TFs at the *Madcam1* CE, we performed electromobility shift assays (EMSA) using recombinant proteins and a labeled *Madcam1* CE probe (Fig. S1A). Binding of HEY1, NKX2-3, and COUP-TFII to the *Madcam1* CE probe was confirmed by supershift of the TF:CE complexes with respective anti-TF antibodies (Fig. S1A, lanes 3, 8, and 13). NKX2-3:CE binding was abolished by a mutation of the homeodomain site (Fig. S1A, lane 10); and HEY1:CE binding was abolished by a mutation of the E-box motif (Fig. S1A, lane 5). In addition, COUP-TFII:CE binding was blocked by mutation of the two COUP-TFII binding sites (Fig. S1A; lane 15). These results confirm that the identified motifs mediate TF:CE binding. Moreover, as predicted, HEY1 dose-dependently inhibited NKX2-3 binding to the “A” site, indicating that binding to the overlapping motifs is competitive (Fig. S1B).

### The CE integrates NKX2-3, COUP-TFII, and HEY1 to regulate expression

We used luciferase reporter assays to assess the role of the CE in regulating expression from the *Madcam1* promoter in 293T cells. We transiently transfected wild-type or mutant CE-containing reporter constructs with or without co-transfected *Nkx2-3, Nr2f2*, or *Hey1* and assessed luciferase expression in the presence of TNFα to drive expression from proximal NFκB sites^27^. *Nkx2-3* overexpression enhanced transcription from the wild-type reporter (Fig. 1B). Mutation of the NKX2-3 binding site in the CE abrogated expression, reducing reporter activity to below the control without *Nkx2-3* overexpression (Fig. 1B). Overexpression of *Nr2f2* alone did not activate the reporter, but *Nr2f2* cooperated with *Nkx2-3* to promote enhancer activity (Fig. 1B and C). Reporter activation by *Nkx2-3* or by *Nkx2-3* and *Nr2f2* was inhibited dose-dependently by *Hey1* (Fig. 1C), consistent with TF competition (Figure S1B).

To address CE function independently of proximal sequences, we utilized a reporter consisting of three tandem CE motifs driving a minimal promoter. Mutational analyses showed that activation of reporter expression in 293T cells by *Nr2f2* and *Nkx2-3* required the COUP-TFII “B” binding site, whereas COUP-TFII “A” site mutation had little effect (Fig. 1D), suggesting recruitment of an activating COUP-TFII:NKX2-3 complex on the CE. We conclude that the *Madcam1* CE integrates cooperative transcriptional activation by *Nkx2-3* and *Nr2f2*, in competition with the Notch downstream repressor *Hey1*.

To assess the regulation of the endogenous endothelial *Madcam1* gene we used bEnd.3 cells, a mouse endothelial cell line that supports TNFα-induced *Madcam1* expression^27,28^. bEnd.3 express low levels of *Nkx2-3*, *Nr2f2*, and *Hey1* (raw expression values: 324, 1495, 295, respectively; see Methods). Overexpression of *Nkx2-3* enhanced *Madcam1* expression (Fig. 1E). shRNAs targeting *Nkx2-3* or *Nr2f2* in bEnd.3 reduced endogenous *Madcam1* expression in the presence of TNF (Fig. 1F). Thus, both NKX2-3 and COUP-TFII are required for endogenous *Madcam1* expression in endothelial cells.

To address the possibility that endogenous Notch signaling moderates bEnd.3 responses, we stably transduced bEnd.3 with dominant negative *MAML* (*DN-MAML*), a mutant *Mastermind-like 1* gene which potently inhibits Notch-dependent expression of HEY1 and HES1^29^. Induction of *Madcam1* and of surface MAdCAM1 protein was dramatically enhanced in DN-MAML EC compared to the parent line (Fig. 1G and inset), and overexpression of *Hey1* suppressed MAdCAM1 induction (Fig. 1G).

To assess the function of the *Madcam1* CE in endothelial cells, we generated luciferase (LUC) reporter constructs driven by the proximal NF-κB site with or without the CE, and transfected the constructs into bEnd.3 cells, (Fig. 1H; sequence information in Supplementary Table S1). The proximal NF-κB site by itself drove robust TNFα-responsive luciferase expression. However, promoter activity was dramatically inhibited by inclusion of the CE (Fig. 1H), suggesting that the CE engages inhibitory signals active in bEnd.3 cells. We reasoned that E-box binding transcriptional repressors, which are induced by Notch signaling, might mediate this transcriptional inhibition. To assess the function of the CE in the absence of Notch signaling, we transfected the reporter constructs into DN-MAML cells. In contrast to its inhibitory effect in bEnd.3 EC, the CE-containing reporter construct significantly enhanced LUC activity in DN-MAML EC (Fig. 1H). Thus Notch signaling via its downstream repressors inhibits both CE activity and endogenous *Madcam1* induction in endothelial cells.

Although the spacing and sequence of TF binding sites in the human *MADCAM1* CE differ from those in the mouse (Fig. 1A), reporter assays confirmed conservation of CE regulatory functions including activation by co-transfection of *NKX2-3* and *NR2F2* (Fig. S2A) and competitive inhibition by *HEY1* (Fig. S2B). Tandem *MADCAM1* CE sequences without the proximal NFκB site were sufficient to confer reporter activity from a minimal promoter in response to *NKX2-3* and *NR2F2*, as well as negative regulation by *HEY1* (Fig. S2C). These results support functional conservation of the regulatory interplay of NKX2-3, COUP-TFII, and HEY1 for combinatorial control of *MADCAM1* transcription.

### NKX2-3 and COUP-TFII form DNA- and tinman-dependent heterodimers

Coactivation of the *Madcam1* CE-containing reporter by COUP-TFII and NKX2-3 suggested coordinate binding of these TFs to the CE. To address this possibility, we used EMSA to assess the interaction of NKX2-3 and COUP-TFII on the native and mutant CE probes (Fig. 2A). Co-incubation of NKX2-3 and COUP-TFII with native CE yielded a band distinct from those formed by CE bound to NKX2-3 or COUP-TFII alone (Fig. 2B, left, blue arrow). This band was intensified by mutation of the COUP-TFII “A” site (Fig. 2B, right, lane 8), possibly reflecting competition of COUP-TFII and NKX2-3 for “A” site binding. Supershift with an NKX2-3 antibody (Fig. 2B, right, red star) but not by control antibody (Fig. 2B, right, lane 10) confirmed NKX2-3 participation in the complex. When we abolished both the NKX2-3 and COUP-TFII “A” binding sites, NKX2-3 no longer bound to the probe (Fig. 2C, lane 2); but it retained the ability to bind together with COUP-TFII to form an NKX2-3:COUP-TFII:DNA complex (Fig. 2C, lane 3, blue arrow; lane 4, red star). Formation of the heterotrimeric NKX2-3:COUP-TFII:DNA complex even in the absence of a canonical NKX2-3 binding site suggests that COUP-TFII, bound to DNA, can initiate formation of the gene regulatory complex through protein–protein interactions, which could then be stabilized by the adjacent homeodomain motif. Binding of COUP-TFII to the endogenous *Madcam1* NCCE in DN-MAML bENd.3 cells were confirmed by ChIP-PCR (Fig. S3).

**Fig. 2:**
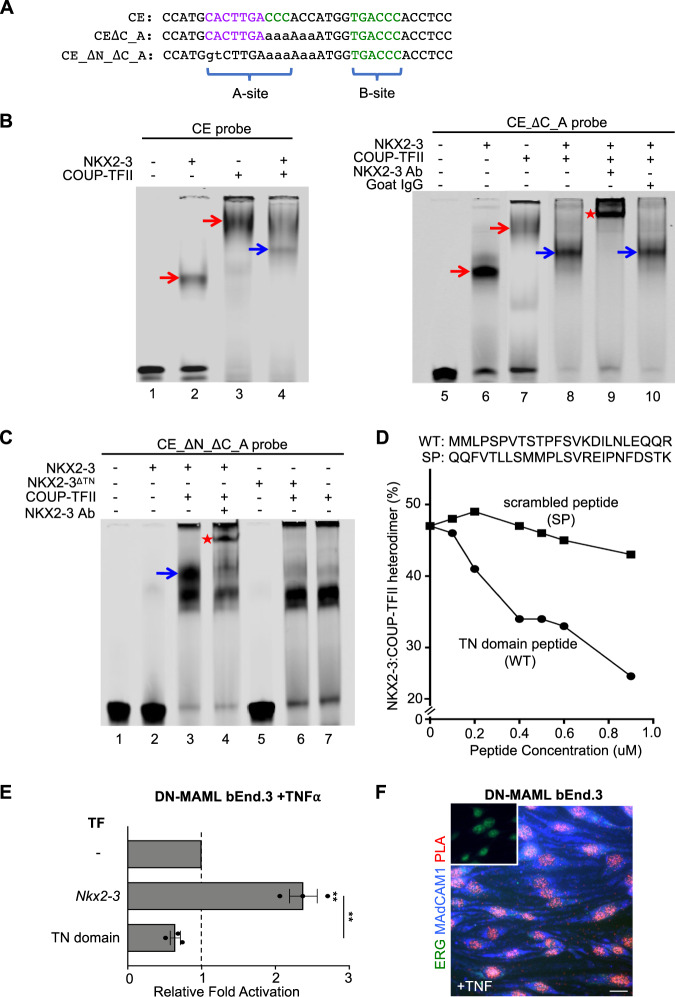
NKX2-3 and COUP-TFII heterodimerize via the tinman (TN) domain to activate MAdCAM1. **A** Sequence of wildtype and mutant CE probes for EMSA. **B** EMSA showing migration of recombinant NKX2-3 and COUP-TFII bound to the CE probe (left) and to CE_ΔC_A probe that lacks the COUP-TFII “A” site (right). Co-incubation of NKX2-3 and COUP-TFII yields a distinct band (blue arrows) reflecting an NKX2-3:COUP-TFII DNA complex that is supershifted by anti-NKX2-3 antibody but not by control antibody. **C** EMSA of protein complexes formed by incubation of the indicated TFs with a mutant CE probe lacking the NKX2-3 and the COUP-TFII “A” binding sites (CE_ΔN_ΔC_A). The probe binds COUP-TFII (lane 7) and not NKX2-3 (lane 2), but seeds a COUP-TFII:NKX2-3:DNA complex (blue arrow) when co-incubated with both TFs. The heterodimer-DNA complex is supershifted by anti-NKX2-3 antibody (red star). NKX2-3^ΔTN^ failed to heterodimerize with COUP-TFII (lane 6). **D** Disruption of the NKX2-3:COUP-TFII heterodimer-DNA complex by a competing NKX2-3 TN domain peptide (WT) or by a scrambled peptide (SP). Data are expressed as percent of probe bound by NKX2-3:COUP-TFII heterodimer. **E** *Madcam1* expression in TNFα-treated DN-MAML bEnd.3 cells stably overexpressing *Nkx2-3* or the *Nkx2-3* TN domain, as evaluated by real-time PCR. Values are mean ± SEM of three biological replicates. Two tailed t-test, paired. **: *p* value < 0.01. **F** Proximity ligation assay of NKX2-3 and COUP-TFII in TNFα-treated DN-MAML bEnd.3 cells stained for MAdCAM1 (blue) and ERG (green), with the proximity ligation signal shown in red. Inset shows a negative control with isotype-matched primary antibodies. Scale bar: 20$$\mu$$m.

NKX2-3 contains an N-terminal tinman (TN) domain, conserved in members of the NKX2 family. Recombinant NKX2-3 lacking the TN domain failed to dimerize with COUP-TFII on CE (Fig. 2C, lane 6 vs 3), suggesting a role for the domain in NKX2-3:COUP-TFII association. Consistent with this, a synthetic 24-amino acid peptide encompassing the TN domain competitively inhibited NKX2-3:COUP-TFII heterodimerization, while a scrambled peptide had no effect (competitive EMSA, Fig. 2D). Moreover, transduction with a retroviral construct encoding the TN domain peptide suppressed basal *Madcam1* and abrogated the enhanced *Madcam1* induction seen in DN-MAML bENd.3 cells transfected with NKX2-3 (Fig. 2E). Thus, NKX2-3:COUP-TFII complex formation and function are dependent on physical interactions involving the NKX2-3 TN domain. Proximity ligation assay (PLA) confirmed the physical association of NKX2-3 and COUP-TFII within the nuclei of EC expressing MAdCAM1 (Fig. 2F).

### Identification of a conserved *St6gal1* NCCE

*St6gal1* confers expression of the B cell-recruiting glyco-addressin BMAd, and like *Madcam1* is selectively expressed by intestinal HEV^10^. We identified a conserved NKX-COUP-TFII composite element (NCCE) within an enhancer region in the second intron of *St6gal1* (Fig. 3A), suggesting a common genomic address code. NKX2-3 and COUP-TFII both bound the native *St6gal1* NCCE (Fig. 3B), and binding was inhibited by cold wild type probe but not by mutant probes lacking the cognate homeodomain or COUP-TFII motifs (Fig. S4). Co-incubation with NKX2-3 and COUP-TFII produced a distinct complex (Fig. 3B, blue arrow), indicative of heterodimer formation as seen with the *Madcam1* CE (Fig. 2B). Endogenous expression of *St6gal1* in DN-MAML bEnd.3 cells was inhibited by shRNA knockdown of *Nr2f2* or *Nkx2*-3 (Fig. 3C) and conversely upregulated by overexpressing *Nkx2-3* (Fig. 3D). *St6gal1* was suppressed by overexpression of the NKX2-3 tinman domain (Fig. 3D), supporting the requirement for both TFs and for TN-dependent interactions for optimal *St6gal1* expression in EC. Tandem *St6gal1* NCCE sequences activated a minimal luciferase reporter in response to transfected COUP-TFII or NKX2-3, and co-transfection of both TFs further enhanced activation (Fig. 3E, gray bars). Mutation of the COUP-TFII site suppressed the cooperative response (Fig. 3E, white bars). Thus the intronic NCCE in *St6gal1*, like that in the *Madcam1* promoter, is sufficient to confer combinatorial activation of gene expression by NKX2-3 and COUP-TFII.

**Fig. 3:**
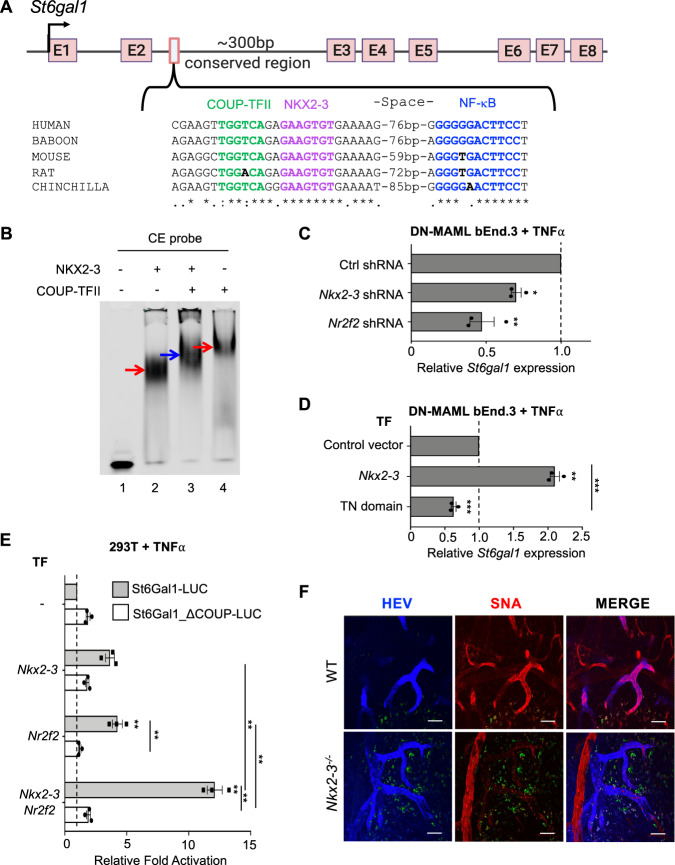
NKX2-3 regulates *St6gal1* expression via a conserved NCCE. **A** Schematic of the *St6gal1* gene and an NCCE in the second intron. **B** EMSA showing migration of NKX2-3, COUP-TFII-GST (red arrows), and NKX2-3:COUP-TFII heterodimer (blue arrow) bound to an *St6gal1* CE probe. **C** *St6gal1* expression in DN-MAML bEnd.3 cells stably transfected with *Nkx2-3* or *Nr2f2* shRNA, evaluated by real-time PCR. **D** *St6gal1* expression in DN-MAML bEnd.3 cells stably transfected with NKX2-3 or the NKX2-3 TN domain. **E** Activity of luciferase reporter driven by *St6gal1* NCCE-containing promoter (St6Gal1-LUC; gray bars) or *St6gal1* NCCE-containing promoter with mutated COUP-TFII binding sequence (St6Gal1_ΔCOUP-LUC; white bars), when co-transfected with *Nr2f2* and/or *Nkx2-3* in 293T cells. **F** Immunofluorescence of alpha-2,6-sialic acid binding lectin SNA staining in PP HEV in WT vs *Nkx2-3* deficient mice (red). HEV are marked by AF450-labeled anti-addressin antibodies MECA79, MECA89, and MECA367. Autofluorescence is shown in green. Scale bars: 50 µm. Results in C-E are shown as mean ± SEM from three independent transfections. Two tailed t-test, paired. *: *p* value<0.05; **: *p* value<0.01; ***: *p* value < 0.005.

### NKX2-3 is required for BMAd expression in Peyer’s patch HEV

The identification of the *St6gal1* NCCE suggested that NKX2-3 might drive BMAd expression in gut venules. To address this hypothesis, we used the *Sambucus nigra* lectin (SNA) to assess the vascular display of alpha-2,6-sialic acid glycotopes. Perfused SNA did not stain EC in St6gal1^−/−^ mice, confirming the selectivity for BMAd glycotopes (Fig. S5). SNA stained Peyer’s patch (PP) HEV intensely in WT mice, but reactivity was abrogated in *Nkx2-3*^−*/−*^ mice (Fig. 3F), indicating that NKX2-3 is required for *St6gal1*-dependent BMAd expression in vivo.

### COUP-TFII overexpression induces *Madcam1* and *St6gal1* in gut capillaries

To evaluate the role of COUP-TFII in regulation of the mucosal addressins in vivo, we generated mice with inducible EC-specific overexpression (EC-iCOUP^OE^) or deficiency (EC-iCOUP^KO^) by crossing Cadherin 5-cre^ERT2^ mice^17^ to lox stop lox Rosa COUP-TFII (COUP^KO^)^30^ or to Nr2f2^tm2Tsa^ (COUP^OE^) mice^31^ (Fig. 4A). Blood ECs were isolated from PP of male and female EC-iCOUP^OE^ mice 15 or 19 days after induction with tamoxifen and profiled by single-cell RNA sequencing (scRNAseq) (Fig. 4A). 

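The single-cell data re-examined here comprise 1 control library of PP EC, labelled wild-type C57BL/6, and 2 EC-iCOUP OE libraries, labelled replicates 1 and 2. Neither the labels nor the paper's text gives the day of isolation, or the number of mice, for each library. For each gene and cell barcode the authors deposited the number of unique molecular identifiers (UMIs), without normalization. The control library held 6080 barcodes and 17341398 UMIs, with a median of 2368 UMIs per barcode. EC-iCOUP OE replicate 1 held 4959 barcodes and 17417260 UMIs (median 2884), and replicate 2 held 1441 barcodes and 3548983 UMIs (median 2180). Cells with at least 500 genes, at least 1000 UMIs and at most 10% mitochondrial UMIs were kept, which gave 5473, 4750 and 1243 cells in the control library, EC-iCOUP OE replicate 1 and replicate 2. Of these, 132, 46 and 4 were called doublets and left out. In each EC subset the UMIs of a gene were summed over the cells of a library and expressed relative to all UMIs of the subset as CPM, with the exact Poisson 95% interval of the count. Each EC-iCOUP OE library was compared with the control library by the log2 ratio of the CPM, and the mean ± SD of the 2 ratios is given. With 1 control library the spread between control mice is not known, and cells of a library are not replicates, so no test was run. A gene was called changed in a subset when both EC-iCOUP OE libraries were at least 2-fold above, or both at least 2-fold below, the control library. The intervals cover counting error only.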

Blood ECs from tamoxifen-treated Cre- control and WT mice were also profiled. 

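After cells of other types were left out, 2467, 3504 and 990 blood EC remained in the control library, EC-iCOUP OE replicate 1 and EC-iCOUP OE replicate 2, with medians of 2159, 3155 and 2295 UMIs. The libraries were integrated and clustered together without the genes whose expression is compared between genotypes, and each cluster was named from lists of marker genes. In the same order of libraries, 878, 742 and 445 cells were named PP CapEC, 96, 108 and 32 lamina propria (LP) CapEC, 117, 111 and 36 CRP, 379, 742 and 240 arterial EC, 422, 759 and 97 postcapillary venule EC (PCV), 380, 93 and 3 high endothelial cells (HEC) and 23, 147 and 20 dividing EC. Clusters holding 172, 802 and 117 cells, or 6.97, 22.9 and 11.8% of the blood EC, could not be named from the lists. The PP CapEC of the 2 genotypes lay mostly in different clusters. Cluster 1 held 13, 532 and 268 of these cells and cluster 6 held 435, 12 and 10, whereas cluster 3 held 410, 173 and 160 and cluster 15 held 20, 25 and 7. Cluster 3 was the only cluster named PP CapEC with more than 100 cells of every library, and values within it, which were computed only after those of the pooled PP CapEC had been seen, are given beside them. With cells thinned to 1000 UMIs, 97 of its 173 and 111 of its 160 cells in EC-iCOUP^OE replicates 1 and 2 had 0 *Nr2f2* UMIs. In cluster 1 these were 53 of 532 and 45 of 268. A smaller difference within cluster 3 may thus come from cells with less *Nr2f2*, and does not by itself show a mix of clusters.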

UMAP clustering separated the major capillary, arterial and venous EC populations (Fig. 4B) as well as capillary resident angiogenic progenitors (CRP)^12^. 

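The clusters were made and named without *Madcam1* and *Selp*. *Madcam1* (ENSMUSG00000020310) lies on chromosome 10 of GRCm38 from 79664559 to 79668537 and encodes MAdCAM1. *Selp* (ENSMUSG00000026580) lies on chromosome 1 from 164115264 to 164150026 and encodes P-selectin. In the control library *Madcam1* was at 12572 CPM (95% interval 12442 to 12704) in HEC and 4077 CPM (95% interval 3971 to 4186) in PCV. In EC-iCOUP OE replicate 1 it was at 9582 CPM (95% interval 9354 to 9813) in HEC and 2961 CPM (95% interval 2901 to 3021) in PCV. In replicate 2 the 3 cells named HEC gave 17981 CPM (95% interval 15387 to 20887), and PCV gave 4452 CPM (95% interval 4209 to 4704). *Selp* went the other way. It was at 37.6 CPM (95% interval 30.8 to 45.4) in HEC and 571 CPM (95% interval 531 to 612) in PCV of the control library, at 112 CPM (95% interval 88.7 to 139.7) and 524 CPM (95% interval 499 to 549) in EC-iCOUP OE replicate 1, and at 210.3 CPM (95% interval 25.5 to 759.7) and 1299.5 CPM (95% interval 1170.3 to 1439) in replicate 2. In all 3 libraries the intervals of HEC and PCV did not overlap for either gene.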

Venous EC comprised *Madcam1*-high HEC and *Selp*-high, *Madcam1*-low PCV (Fig. 4B and C). Lamina propria EC was characterized by enrichment in genes for transport and barrier formation.

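Genes for transport and for barrier formation were compared between LP and PP CapEC within each library. The transport list held every solute carrier, ATP-binding cassette and aquaporin gene, and the barrier list held claudins, other junction genes, *Plvap* and caveolar genes. The paper's text does not list the genes behind its statement. None of the genes on the lists was used for clustering. Of the 64 labelled cells of the LP CapEC cluster the paper labels 39 LP CapEC, 15 PP CapEC and 10 CRP. The labels used here covered 0 control cells, so LP CapEC are only in part those of the paper. For barrier genes with at least 50 UMIs the median log2 ratio of LP to PP CapEC was 0.74 in the control library (12 genes, 9 of them higher in LP), 0.34 in EC-iCOUP OE replicate 1 (14 genes, 8 higher) and 0.36 in replicate 2 (12 genes, 8 higher). Among 10000 random lists matched for number and expression, these medians lay at percentiles 100, 99.6 and 94.1. For transport genes the medians were -0.31 (46 genes, 13 higher), 0.06 (55 genes, 30 higher) and -0.16 (31 genes, 12 higher), at percentiles 4.04, 72.4 and 37.2. With genes of at least 10 UMIs the barrier median of replicate 1 was -0.27, and its direction changed. Of 24 genes of both lists with at least 50 UMIs in LP CapEC of 1 library or more, 11 were higher in LP in every library, 7 were lower in every library and 6 were mixed. By the ratio nearest to 0 of the 3 libraries, the largest increases were those of *Cldn5*, with log2 ratios of 3.41, 2.01 and 4.71, *Aqp1*, with 2.71, 1.76 and 2.51, and *Cavin1*, with 1.15, 1.35 and 1.44, and the largest decreases those of *Slco2a1*, with -2.52, -2.28 and -2.02, and *Plvap*, with -2.42, -1.10 and -1.11. These genes were chosen after their values had been seen. The percentiles describe these libraries and are not tests over mice.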

**Fig. 4:**
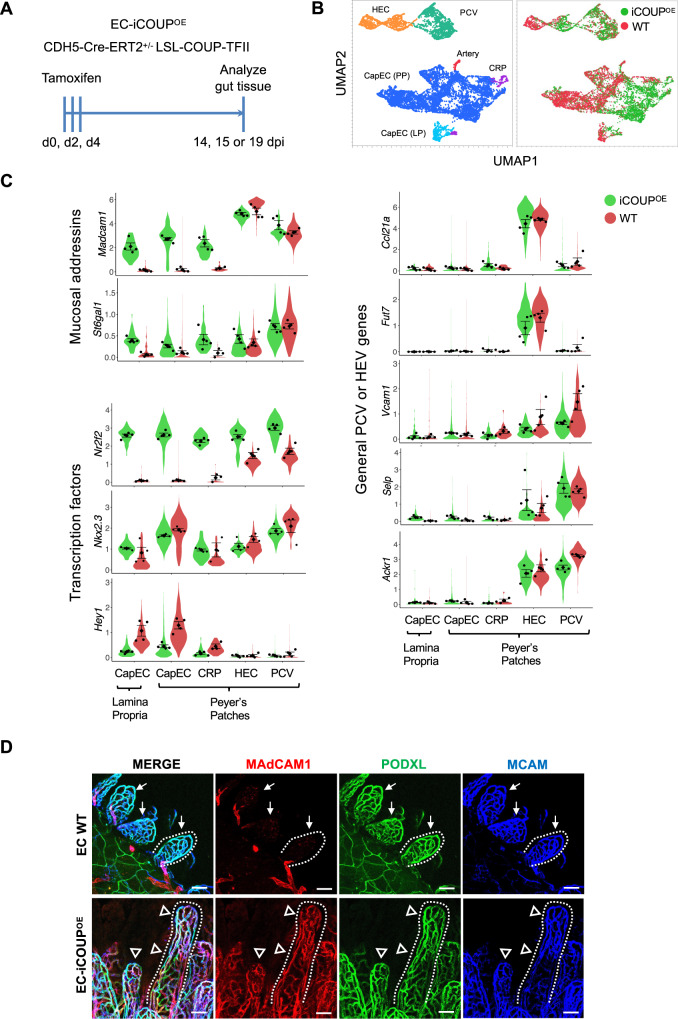
Pan-endothelial COUP-TFII expression induces ectopic *Madcam1* and *St6gal1* in intestinal capillaries. **A** Experimental timeline for induction of COUP-TFII in EC. **B** UMAP plot of PP BEC colored by EC subset (left) or by genotype (right). **C** Violin plots showing expression of select genes in EC-iCOUP^OE^ vs control BEC subsets. Dots represent mean gene expression of separate cohorts (male and female cohorts from two independent experiments), and are presented with SEM. **D** Confocal imaging showing MAdCAM1 expression in lamina propria capillaries in EC-iCOUP^OE^ (arrowheads) but not control (arrows) mice. Scale bars: 50 µm, EC stained by i.v. injection of directly conjugated antibodies. 20×, whole mount. See also Supplementary Fig. 6A for MAdCAM1 extension into capillary segments in PP.

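*Hey1* and other genes of the Notch pathway were examined in the same subsets, since the paper names HEY1 as a capillary and arterial repressor of *Madcam1*. *Hey1* (ENSMUSG00000040289) lies on chromosome 3 from 8663359 to 8667256. In PP CapEC it was at 243 CPM (95% interval 219 to 269) in the control library, 61.4 CPM (95% interval 50.6 to 73.7) in EC-iCOUP OE replicate 1 and 85.4 CPM (95% interval 68.0 to 106) in replicate 2, a log2 ratio of -1.75 ± 0.34 (SD, n = 2). Its log2 ratio was -2.58 ± 0.56 (SD, n = 2) in LP CapEC, -3.09 ± 0.53 (SD, n = 2) in CRP and -2.44 ± 0.17 (SD, n = 2) in arterial EC. Arterial EC were not the same mix of clusters in the libraries. Cluster 2 held 34 of these 379 control cells, but 570 of 742 in replicate 1 and 148 of 240 in replicate 2. The paper labels 308 of its 313 labelled cells PP CapEC. The ratio in arterial EC thus does not separate this mix from lower *Hey1* within arterial EC. Replicate 2 held 2 UMIs of *Hey1* in LP CapEC and 2 in CRP, with counting intervals of -6.07 to -1.01 and -6.54 to -1.55. Within cluster 3 the ratio in PP CapEC was -0.35 ± 0.09 (SD, n = 2). A list of 12 Notch pathway and arterial genes (*Hey1*, *Hey2*, *Heyl*, *Hes1*, *Nrarp*, *Dll4*, *Notch1*, *Notch4*, *Jag1*, *Jag2*, *Unc5b* and *Sox17*) was compared with random lists in PP CapEC. The median log2 ratio to the control library was -1.24 in replicate 1, where 10 of 10 genes with enough UMIs were lower, and -1.41 in replicate 2, where 9 of 10 were lower. Both medians lay at percentile 0 of the random lists. Within cluster 3 the medians were -0.17 and -0.60, at percentiles 12.9 and 1.03.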

CapEC in control cohorts lacked *Nr2f2* but expressed *Nkx2-3* (Fig. 4C). 

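*Nr2f2* (ENSMUSG00000030551) lies on chromosome 7 from 70351944 to 70366735 and encodes COUP-TFII. *Nkx2-3* (ENSMUSG00000044220) lies on chromosome 19 from 43612325 to 43615892 and encodes a homeodomain factor. In the control library the 878 PP CapEC held 1494761 UMIs, 12 of them from *Nr2f2*, which is 8.03 CPM (95% interval 4.15 to 14.0). LP CapEC held 3 *Nr2f2* UMIs (17.9 CPM, 3.70 to 52.4), and CRP held 4 (13.1 CPM, 3.56 to 33.4). *Nkx2-3* was at 864 CPM (95% interval 818 to 913) in PP CapEC, 95.6 CPM (95% interval 54.6 to 155) in LP CapEC and 173 CPM (95% interval 129.6 to 226) in CRP. With each cell thinned to 1000 UMIs, the share of control PP CapEC with a UMI was 0.456% (0.124 to 1.16%) for *Nr2f2* and 50.8% (47.4 to 54.2%) for *Nkx2-3*, with exact Clopper-Pearson 95% intervals. Free RNA can give a UMI in a cell that does not express the gene, so lymphocyte-like cells of the same library served as background. Of these 19 cells, 0 had a UMI of either gene, which leaves shares of up to 17.6% open. The share of cells with an *Nkx2-3* UMI in LP CapEC, 4.17% (1.15 to 10.3%), and in CRP, 13.7% (8.02 to 21.3%), lay within that limit. Their median depth was 1541 UMIs, against 1434 in PP CapEC.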

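In PP CapEC *Nr2f2* was at 2227 CPM (95% interval 2159.7 to 2296) and 1239 CPM (95% interval 1170.3 to 1311) in EC-iCOUP OE replicates 1 and 2, a log2 ratio to the control library of 7.69 ± 0.60 (SD, n = 2). The ratio was 6.25 ± 0.27 (SD, n = 2) in LP CapEC and 6.30 ± 0.60 (SD, n = 2) in CRP, whose control values rest on 3 and 4 UMIs. The counting intervals in LP CapEC were 4.89 to 8.72 and 4.47 to 8.37 in replicates 1 and 2. The counts do not separate the transgene from the endogenous transcript. *Madcam1* was at 97.7 CPM (95% interval 82.5 to 115) in PP CapEC of the control library and at 2205 CPM (95% interval 2138 to 2274) and 2691 CPM (95% interval 2588 to 2796) in the EC-iCOUP OE replicates, a log2 ratio of 4.64 ± 0.20 (SD, n = 2). In LP CapEC it rose from 53.8 CPM (95% interval 24.6 to 102) to 831 CPM (95% interval 738 to 932) and 1239.8 CPM (95% interval 1001 to 1519), a log2 ratio of 4.24 ± 0.41 (SD, n = 2). In CRP it rose from 150.2 CPM (95% interval 110.0 to 200.3) to 1403 CPM (95% interval 1295 to 1517) and 2755 CPM (95% interval 2449 to 3088), a log2 ratio of 3.71 ± 0.69 (SD, n = 2). The differences from the control library exceeded the spread between the replicates. Within cluster 3 the log2 ratio of *Madcam1* was 1.59 ± 0.01 (SD, n = 2), the lowest value of PP CapEC under any alternative, and under any other alternative the lowest was 2.96, at a clustering resolution of 1.6. In CRP the ratio was 0.90 with each library clustered separately, and *Madcam1* was then not called in CRP. In the unnamed cluster 7 the log2 ratio of *Madcam1* was 0.75 ± 0.26 (SD, n = 2), and it was not called. The paper labels most of the labelled cells of cluster 7 PP CapEC, and the control library held 16 cells there.

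**Figure D1:**
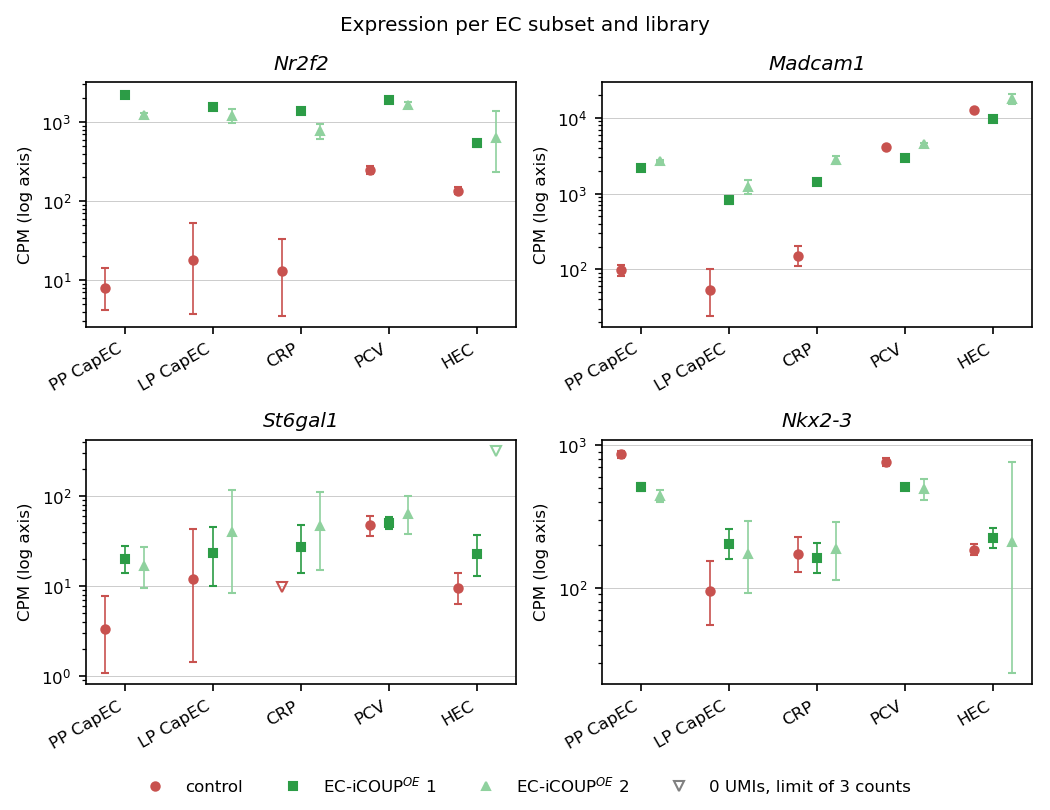
CPM of *Nr2f2*, *Madcam1*, *St6gal1* and *Nkx2-3*, on log axes, in 5 EC subsets with 1 point per library. Bars are exact Poisson 95% intervals and open triangles mark the limit of 3 counts where no UMI was counted. In PP CapEC, LP CapEC and CRP the EC-iCOUP OE points of *Nr2f2* and *Madcam1* lie above the control point, and in PCV and HEC those of *Madcam1* lie on both sides of it.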

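*St6gal1* (ENSMUSG00000022885) lies on chromosome 16 from 23224740 to 23360350 and encodes the sialyltransferase of BMAd. In PP CapEC 5, 37 and 16 UMIs of *St6gal1* were counted in the control library, EC-iCOUP OE replicate 1 and replicate 2. They gave 3.35 CPM (95% interval 1.09 to 7.81), 19.9 CPM (95% interval 14.0 to 27.5) and 16.5 CPM (95% interval 9.41 to 26.7), and a log2 ratio of 2.44 ± 0.19 (SD, n = 2). In CRP the control library held 0 UMIs of *St6gal1* and the EC-iCOUP OE libraries held 12 and 5. Set against the 3 UMIs that a count of 0 allows, these are 2.74-fold and 4.77-fold higher, without the counting error of the 12 and 5 UMIs. The lower limits of the log2 ratios by counting were 0.93 and 1.39. In LP CapEC 2, 8 and 3 UMIs were counted, and a difference was not detectable at this depth. Nor was it within cluster 3, where the control library held 2 UMIs and the EC-iCOUP OE libraries 1 and 2. With each library clustered separately the log2 ratio in PP CapEC was 1.46 and *St6gal1* was not called.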

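With cells thinned to equal depth, 78.2% (75.0 to 81.1%) and 62.2% (57.6 to 66.8%) of PP CapEC in EC-iCOUP OE replicates 1 and 2 had an *Nr2f2* UMI. A *Madcam1* UMI was found in 4.78% (3.47 to 6.41%) of these cells in the control library and in 65.2% (61.7 to 68.7%) and 61.1% (56.4 to 65.7%) in the EC-iCOUP OE libraries. Without thinning the *Madcam1* shares were 7.06, 74.4 and 66.7%. Among lymphocyte-like cells 1 of 19 in the control library and 4 of 30 in replicate 1 had a *Madcam1* UMI, or 5.26% and 13.3%. The same 4 in 30 held for *Nr2f2* in replicate 1. These cells were deeper in replicate 1 (median 4178 UMIs) than PP CapEC (median 2144), and replicate 2 had 2 of them. The control share of *Madcam1* in PP CapEC lay within the interval of that background, 0.133 to 26.0%. Within replicate 1 the share of PP CapEC with a *Madcam1* UMI was 31.5% in cells with 0 *Nr2f2* UMIs, 61.4% with 1, 77.3% with 2 and 80.8% with 3 or more. In replicate 2 the shares were 33.9, 73.1, 81.5 and 81.7%. In the control library 4.46% of the 874 cells with 0 *Nr2f2* UMIs had a *Madcam1* UMI. Clusters 1 and 3, which held at least 20 cells with and 20 without an *Nr2f2* UMI in both EC-iCOUP OE libraries, were examined singly only after these shares had been seen. In them the rise was absent (cluster 1) or smaller (cluster 3). A count of 0 among 1000 UMIs does not show that a cell lacks *Nr2f2*. In cluster 1 only 53 cells of replicate 1 and 45 of replicate 2 had such a count, against 479 and 223 with an *Nr2f2* UMI. Cluster 1 therefore cannot show whether *Madcam1* depends on *Nr2f2*. Clusters 6 and 15 held fewer such cells and were not compared. In cluster 1 the share was 83.0% in cells without and 82.3% in cells with an *Nr2f2* UMI in replicate 1, and 91.1% and 90.6% in replicate 2. In cluster 3 it was 2.06% (0.251 to 7.25%) and 22.4% (13.6 to 33.4%) in replicate 1, and 9.91% (5.05 to 17.0%) and 20.4% (10.2 to 34.3%) in replicate 2, and the intervals overlapped in replicate 2. The 409 control cells of cluster 3 without an *Nr2f2* UMI gave 3.91% (2.25 to 6.28%). That interval overlapped with those of such cells in both replicates.

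**Figure D2:**
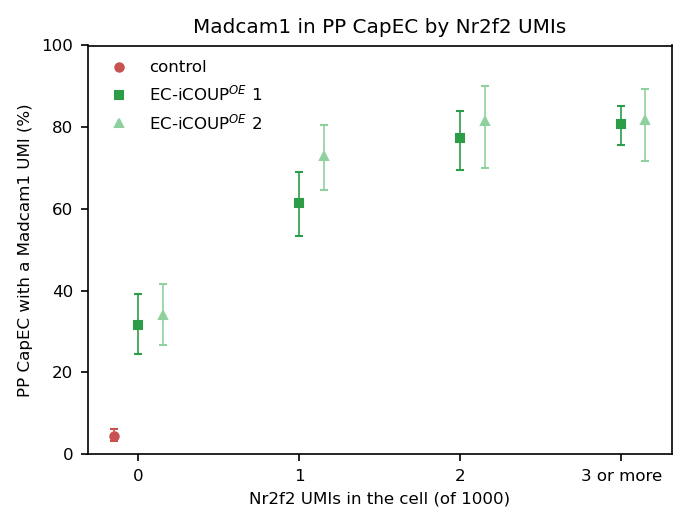
Share of PP CapEC with a *Madcam1* UMI (percent) in cells with 0, 1, 2 and 3 or more *Nr2f2* UMIs after thinning to 1000 UMIs per cell. Points are libraries, bars are exact Clopper-Pearson 95% intervals, and groups under 10 cells are left out. Both EC-iCOUP OE libraries lie lowest among cells with 0 *Nr2f2* UMIs, and there they lie above the control library.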

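Of 5404 genes with at least 50 UMIs in PP CapEC of 1 or more libraries, 227 were at least 2-fold higher and 164 at least 2-fold lower in both EC-iCOUP OE libraries. The 10 genes with the largest increase by the smaller of their 2 ratios were *Nr2f2*, *Cxcl10*, *Ifi213*, *Ccdc85b*, *Ftl1-ps1*, *Emilin1*, *Nxpe4*, *Gucy1b1*, *Trim12a* and *Madcam1*. Those with the largest decrease were *Gm10093*, *Serpina1b*, *Prom1*, *Glycam1*, *Unc5b*, *Cit*, *Dcn*, *Gm10260*, *Hebp1* and *Hbb-bt*. In control PP CapEC all UMIs of *Hbb-bt*, a haemoglobin gene, lay in 2 cells, 47 of them in 1 cell. In simulated libraries of the same depth 192 of 200 genes changed 4-fold were called with counting noise alone. With a spread between libraries added, 177 were called, together with 71 of 4970 unchanged genes. Within cluster 3 49 genes were called higher and 59 lower of 2689, of which 33 and 38 were also called in the pooled PP CapEC.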

Tamoxifen treatment induced *Nr2f2* expression in the majority of EC including the CapEC populations and CRP, and led to their upregulation of both *Madcam1* and *St6gal1* (Fig. 4C). 

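The venous genes *Vcam1* (ENSMUSG00000027962, chromosome 3 from 116109949 to 116129688), *Ackr1* (ENSMUSG00000037872, chromosome 1 from 173331886 to 173333750), *Ccl21a* (ENSMUSG00000094686, chromosome 4 from 42772860 to 42773993) and *Selp* were measured in the same cells. In PP CapEC *Vcam1* held 14, 13 and 5 UMIs in the control library, EC-iCOUP OE replicate 1 and replicate 2, a log2 ratio of -0.64 ± 0.31 (SD, n = 2), and the counting interval of each ratio included no change. *Vcam1* was, however, called higher with the paper's subset labels and without doublet removal, and lower with another arithmetic kernel of the linear algebra library. Those labels covered EC-iCOUP^OE cells only, and control cells kept the names given here. The labels place most cells of the clusters named arterial here among PP CapEC. In the control library 4.49% of thinned arterial EC had a *Vcam1* UMI, against 0.569% of PP CapEC, so that ratio compares unlike cells. With the clusters of all libraries named by the labels *Vcam1* was not called. *Selp* was at 12.7 CPM (95% interval 7.65 to 19.8), 71.1 CPM (95% interval 59.5 to 84.3) and 85.4 CPM (95% interval 68.0 to 106), a log2 ratio of 2.62 ± 0.19 (SD, n = 2). *Ackr1* was at 10.7 CPM (95% interval 6.12 to 17.4), 53.8 CPM (95% interval 43.8 to 65.5) and 54.6 CPM (95% interval 40.9 to 71.4), a log2 ratio of 2.34 ± 0.01 (SD, n = 2). Both passed the 2-fold rule in the pooled PP CapEC. *Selp* was found in 0.342%, 4.85% and 6.29% of the thinned cells, and *Ackr1* in 0.797%, 3.77% and 3.82%. Among the lymphocyte-like cells of replicate 1, 1 and 2 of 30 had a UMI of these genes, so it was not decided whether the shares in replicate 1 lie above background. *Ackr1* was not called with each library clustered separately (log2 ratio 0.74), at a clustering resolution of 1.6 (0.70) or with the looser cell filter (0.59), and *Selp* was not called with each library clustered separately (0.81). Within cluster 3 *Ackr1* held 14, 0 and 2 UMIs. The counting interval of its log2 ratio ended at -0.49 in replicate 1, below no change, and was -4.54 to 0.76 in replicate 2, while *Selp* held 2, 0 and 0 UMIs. *Ccl21a* moved in opposite directions in the 2 EC-iCOUP OE libraries, with log2 ratios of -2.33 and 1.13 in PP CapEC. With the paper's subset labels *Ccl21a* was called higher there. In CRP *Ccl21a* had a log2 ratio of 3.44 ± 0.27 (SD, n = 2). There 5 cells held 82.0% of its UMIs in replicate 1 and 97.4% in replicate 2, and 30, 12 and 10 cells had a UMI. In CRP *Vcam1* held 15, 10 and 3 UMIs and *Ackr1* 10, 8 and 0, and the counting intervals of their ratios included no change. *Selp* held 1, 4 and 4 UMIs there, with counting intervals of the log2 ratio of -1.88 to 7.07 and 0.18 to 9.14.

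**Figure D3:**
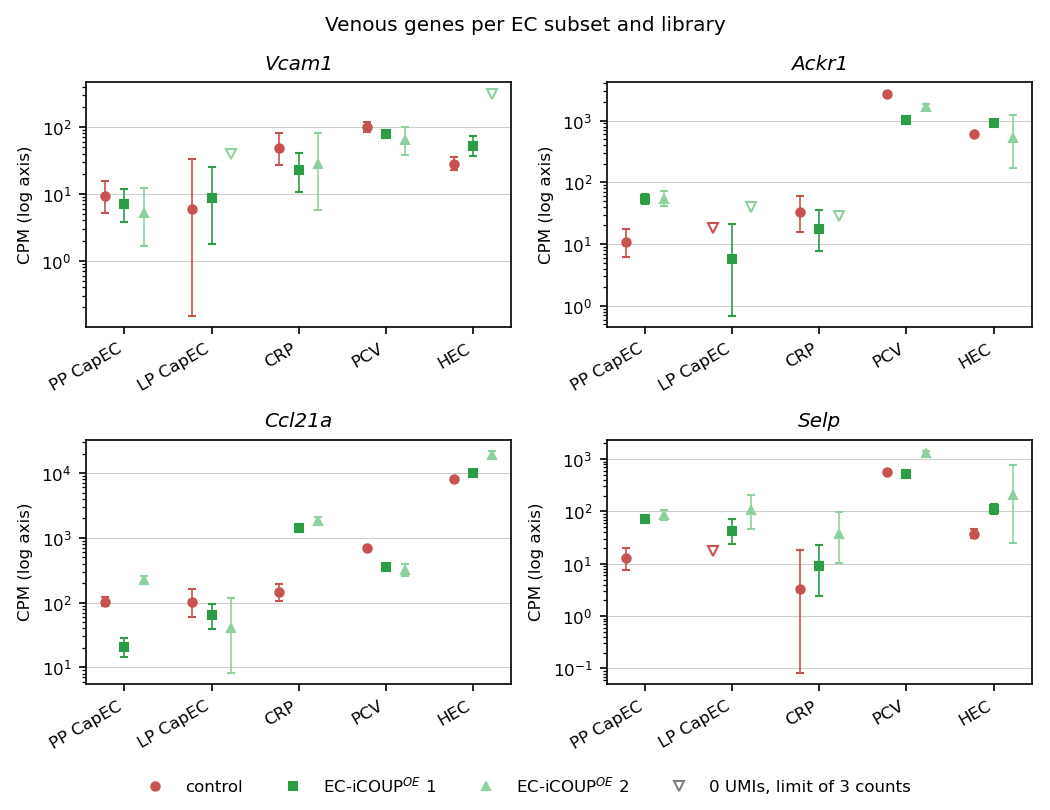
CPM of *Vcam1*, *Ackr1*, *Ccl21a* and *Selp*, on log axes, in the same EC subsets and libraries, with exact Poisson 95% intervals and open triangles at the limit of 3 counts where no UMI was counted. In PP CapEC the EC-iCOUP OE points of *Ackr1* and *Selp* lie above the control point, and in PCV those of *Ackr1* and *Ccl21a* lie below it.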

Notably, the regulatory effect was selective for the mucosal addressins: *Nr2f2* overexpression did not induce or alter expression of genes encoding the non-intestinal or non-organotypic venous markers *Vcam1, Ackr1*, *Ccl21a*, or *Selp* (Fig. 4C). Consistent with their high basal *Nr2f2* expression, HEV and PCV did not further upregulate the addressins in EC-iCOUP^OE^ mice (Fig. 4C). 

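In the control library *Nr2f2* was at 135 CPM (95% interval 122 to 149) in HEC and 249 CPM (95% interval 223 to 277) in PCV. In PCV it was at 1923 CPM (95% interval 1876 to 1972) and 1645 CPM (95% interval 1499 to 1801) in EC-iCOUP OE replicates 1 and 2, a log2 ratio of 2.83 ± 0.16 (SD, n = 2). The log2 ratio in PCV was -0.17 ± 0.42 (SD, n = 2) for *Madcam1*, with -0.46 in replicate 1 and 0.13 in replicate 2, and 0.26 ± 0.24 (SD, n = 2) for *St6gal1*, on 64, 160 and 18 UMIs. Neither gene was called in PCV under any alternative. HEC could be compared only in replicate 1, since replicate 2 held too few of these cells. In HEC of replicate 1 the log2 ratio was 2.00 for *Nr2f2* (counting interval 1.80 to 2.21), -0.39 for *Madcam1* (-0.43 to -0.35) and 1.25 for *St6gal1* (0.26 to 2.19), the last on 27 and 16 UMIs. In PCV the log2 ratio was -1.01 ± 0.50 (SD, n = 2) for *Ackr1*, -1.04 ± 0.12 (SD, n = 2) for *Ccl21a*, -0.51 ± 0.23 (SD, n = 2) for *Vcam1* and 0.53 ± 0.93 (SD, n = 2) for *Selp*. Cluster 4, which held 122, 464 and 26 cells, was left unnamed because *Lyve1*, a lymphatic marker, was among its leading genes, and *Madcam1* had a log2 ratio of -0.65 ± 0.08 (SD, n = 2) in it. *St6gal1* had a log2 ratio of -0.18 ± 0.21 (SD, n = 2) in cluster 4, and the counting intervals of both replicates included no change. The paper's label was HEC for 85 of the 151 labelled cells of cluster 4 and for 32 of 34 in the cluster named HEC, so the HEC compared here are only a part of those of the paper. The paper states that the *Nr2f2* induced by tamoxifen led CapEC and CRP to express more of both addressin genes, and it sets the absence of further upregulation in HEV and PCV beside their high basal *Nr2f2*.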

Immunolabeling and confocal imaging confirmed widespread ectopic MAdCAM1 expression in capillaries in the gut lamina propria and in PP of EC-iCOUP^OE^ mice (Figs. 4D and S6A). Ectopic MAdCAM1 was observed in the capillary arcades of the small and large intestinal villi as early as 14 days after tamoxifen treatment (Fig. 4D). Conversely, induced pan-endothelial COUP-TFII deficiency in EC-iCOUP^KO^ mice led to reduced MAdCAM1^+^ HEV in PP (Fig. S6B). To assess COUP-TFII regulation of MAdCAM1 in extraintestinal tissues, we evaluated MAdCAM1 expression in the lung and pancreatic EC by flow cytometry. MAdCAM1 was ectopically expressed in EC-iCOUP^OE^ mice in pancreatic EC, which express *Nkx2-3*. In contrast, MAdCAM1 remained negative in the lung, where ECs in the adult lack *Nkx2-3* or other *Nkx2* family members^32^ (Fig. S7).

SNA-binding glycotopes in vivo are less restricted to HEV than MAdCAM1. In particular, many arteries and peripheral capillary segments arising from arteries in the intestinal lamina propria also bound the lectin in WT mice (Figs. S5 and S8). However, in induced EC-iCOUP^OE^ mice SNA stained more extensively and decorated many of the EC that ectopically expressed MAdCAM1 in the mesh-like capillary network within lamina propria villi (Fig. S8), consistent with the enhanced *St6gal1* expression in EC-iCOUP^OE^ CapEC (Fig. 4C).

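*St6gal1* was detected in few cells. With cells thinned to 1000 UMIs, 0.228% (0.0276 to 0.820%) of PP CapEC in the control library had a UMI of *St6gal1*, against 1.35% (0.648 to 2.46%) in EC-iCOUP OE replicate 1 and 1.80% (0.779 to 3.51%) in replicate 2. The interval of the control library overlapped with those of both replicates. Without thinning the shares were 0.569, 4.85 and 3.60%. Among lymphocyte-like cells 0 of 19 in the control library and 0 of 30 in replicate 1 had a UMI, which leaves shares of up to 17.6 and 11.6% open, and 1 of 2 in replicate 2 had one. These cells are too few to decide whether the shares of PP CapEC lie above background. Whether they express *St6gal1* themselves was not tested, so a UMI in them need not be free RNA. In replicate 1, 9 of 580 cells with an *Nr2f2* UMI and 1 of 162 cells without one had a *St6gal1* UMI. In replicate 2 these were 4 of 277 and 4 of 168. A difference by *Nr2f2* was not detectable at this depth. With cells thinned to 2000 UMIs, 18 of 293 cells (3.68 to 9.54%) with 3 or more *Nr2f2* UMIs and 0 of 118 cells (0 to 3.08%) with fewer had a *St6gal1* UMI in replicate 1, and 7 of 102 cells (2.80 to 13.6%) and 4 of 142 cells (0.773 to 7.06%) in replicate 2. The intervals did not overlap in replicate 1 and overlapped in replicate 2, and cells with fewer than 3 *Nr2f2* UMIs were joined only after the values had been seen.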

### NCCE in the genome

The ability of NCCE to foster cooperative COUP-TFII:NKX protein interactions to activate gene expression led us to survey the genome for conserved NCCE motifs. In particular, we hypothesized that NCCE might be enriched in association with genes that drive embryonic heart morphogenesis and pancreatic beta cell specification, developmental events which are known to involve both NKX homeodomain factors and COUP-TFII^14,33^. We screened conserved genomic regions for COUP-TFII motifs (GGTC(A/G)) with adjacent NKX HD motifs. We focused on NCCE with a 6–16 bp spacing between motif centers, which excluded overlap of the COUP-TFII and NKX sites and encompassed the range of spacings in NCCE we show biochemically to seed the heterodimer. We identified 1954 genes nearest to these NCCE (NCCE+ genes; genomic information provided in Supplementary Data 1 and in a UCSC Genome Browser session). Since NKX and COUP-TFII motifs can regulate genes independently, as a control we identified genes lacking NCCE but containing conserved syntenic COUP-TFII and NKX HD motifs separated by larger spacings (30–60 bp), less likely to foster efficient DNA-dependent heterodimers (NCCE- genes). As additional controls, we identified genes with conserved NKX motifs 6–16 bp from scrambled motifs GTAC(G/C), AGTC(G/C), and TGGA(C/T).

Compared to control genes, NCCE+ genes are enriched in association with genes for morphogenesis of the heart and for pancreatic beta cell specification, as hypothesized (Fig. 5A), but also in genes involved in morphogenesis in multiple organ systems: neuron development and axonogenesis; morphogenesis of arteries, teeth, digestive tract, inner ear, cartilage, skeletal muscle, hind limb, and joints (Fig. 5B). Literature search identifies involvement or regulated expression of *Nkx* family members and *Nr2f2* in several of these processes, but their interplay has not been highlighted.

**Fig. 5:**
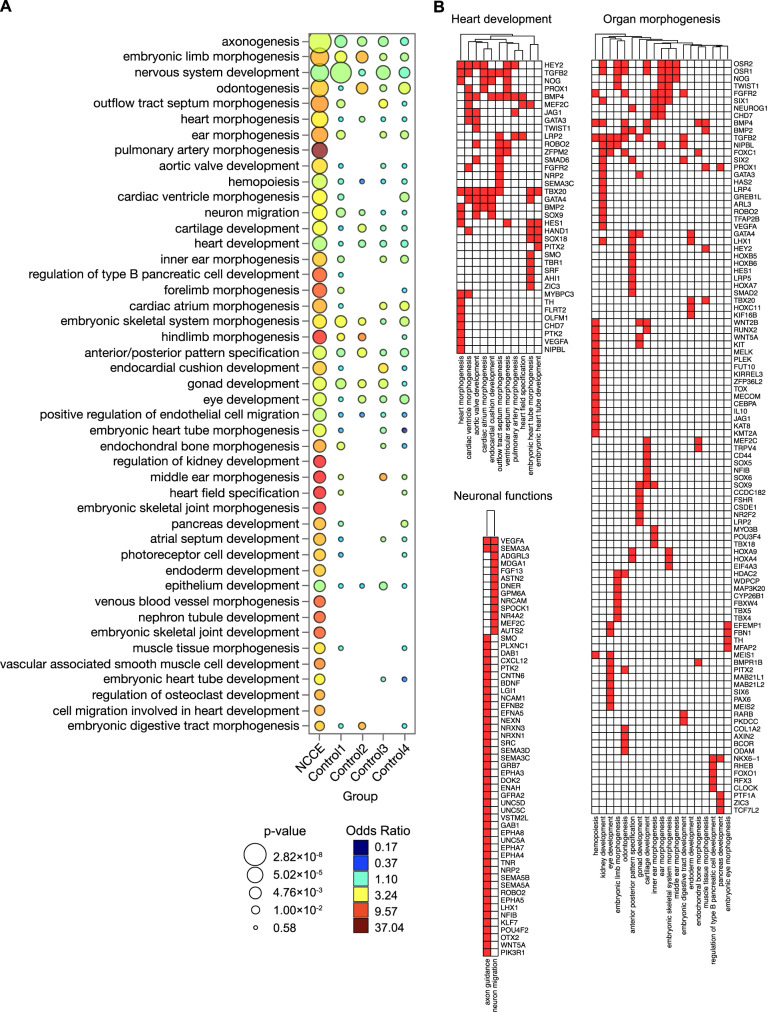
Genome-wide NCCE are associated with organ morphogenesis. **A** Select GO terms enriched in NCCE+ genes compared to controls. NCCE+ genes are defined as genes nearest to conserved NCCE, where the NCCE are defined as having a 6–16 bp spacing between the centers of a COUP-TFII and an NKX HD motif. Control 1: genes associated with conserved COUP-TFII and NKX HD motifs separated by larger spacings (30–60 bp). Controls 2–4: genes associated with conserved NKX motifs 6–16 bp from conserved scrambled motifs GTAC(G/C), AGTC(G/C), or TGGA(C/T), respectively. **B** NCCE+ genes in select pathways associated with heart development, neuronal functions, and organ morphogenesis.

To confirm the potential of candidate NCCE to facilitate the cooperative interaction of COUP-TFII and NKX proteins, we carried out in vitro analyses of NCCE in regulatory regions of three NCCE+ genes, *Tbx5, Nrp2*, and* Etv2* (Fig. S9). These genes were selected for the following reasons: 1) The NKX binding motifs within them are representative of the diversity of candidate NKX motifs identified informatically, 2) They are induced developmentally in cells that co-express *Nr2f2* and *Nkx*^22,34,35^ (shown also in Fig. S10), and 3) Their expression and function in embryogenesis depend on both NKX family HD proteins and on COUP-TFII. NKX2-5 with COUP-TFII regulates *Tbx5* and *Etv2* in cardiac development^15,21,36^. Moreover, the NKX motif in the *Etv2* NCCE has been previously shown to bind NKX2-5^21,37^. EMSA confirmed that the conserved *Tbx5* and *Etv2* NCCE support formation of COUP-TFII:NKX2-5 heterodimers (Fig. S11A, B and D), and the *Nrp2* NCCE seeds formation of COUP-TFII:NKX2-1 heterodimers (Fig. S11A and F). Moreover, tandem NCCE sequences from each of these genes integrated COUP-TFII and NKX2-5 or NKX2-1 to cooperatively activate reporter expression (Fig. S11C, E and G, respectively). Taken together, these results define a library of conserved genomic NCCE, confirm that diverse NCCE can seed functional NKX-COUP-TFII heterodimers, and suggest a role for NCCE in cell specification and morphogenesis in development.

## Discussion

We describe an NKX-COUP-TFII composite element (NCCE) that functions as a genomic address code for organ- and venule-specific expression of the mucosal vascular addressins MAdCAM1 and BMAd. We show that the NCCE binds developmentally programmed TFs NKX2-3 and COUP-TFII, which form heterodimers that activate transcription of the addressin genes in concert with NFκB signals. The NKX tinman domain, which is required for the interaction of NKX2-3 with COUP-TFII, is known to recruit a Groucho co-repressor complex that mediates transcriptional repression^38^. Association with COUP-TFII may mask tinman binding to Groucho or alter its protein partners to activate transcription. We show that NKX2-3 is required for *St6gal1*-dependent BMAd expression by intestinal Peyer’s patch HEV, as shown previously for MAdCAM1^39^. Moreover, transgenic endothelial expression of COUP-TFII leads to ectopic expression of *Madcam1* and *St6gal1* in intestinal capillaries which express NKX2-3. Finally, we show that the *Madcam1* CE comprises an additional control element that binds capillary/artery-expressed repressors downstream of Notch signaling, reinforcing the selectivity of MAdCAM1 for venules. Together the results show that the conserved CE integrate master intestinal, venous, and capillary/arterial TFs for tight control of addressins that regulate lymphocyte homing into the intestines and their associated lymphoid tissues.

In contrast to its selective expression by intestinal venules in the adult, MAdCAM1 is widely displayed by endothelial cells including PLN HEV in early neonatal life^40^: it is downregulated in PLN with concurrent upregulation of PNAd by 4–6 weeks of age. NKX2-3 deficiency has no effect on perinatal MAdCAM1. Instead, intestinal HEV^41^ as well as splenic marginal zone EC^42^ become PLN-like in adults, expressing PNAd. Our finding that NKX2-3 deficiency abrogates PP HEV BMAd expression is consistent with this “transdifferentiation” towards a peripheral HEV phenotype. Mechanisms underlying the NKX2-3-independent *Madcam1* expression in neonates and the NKX2-3-dependent suppression of PNAd in adult gut HEV remain to be defined.

Genome-wide association studies implicate NKX2-3 variants in susceptibility to both Crohn’s disease and ulcerative colitis^43^, diseases in which MAdCAM1-dependent lymphocyte recruitment is implicated and upregulated^9,44–46^. While the basis for these associations remains unclear, allelic studies show that *NKX2-3* risk haplotypes are overexpressed compared to non-risk alleles in the colon^44^; and we show that *NKX2-3* cell instrinsically enhances endothelial expression of MAdCAM1. These results could support a proposed link between variant *NKX2-3* and endothelial cell regulation of immune cell traffic and adhesion.

The other key component of the NCCE control complex, COUP-TFII, is an evolutionarily conserved orphan nuclear receptor that regulates diverse biological processes including angiogenesis, cardiac chamber development, neuronal subtype specification, circadian rhythm, and metabolism^14,16,47^. During embryonic endothelial fate specification, COUP-TFII supports venous differentiation by repressing Notch signaling and arterial differentiation^18^, and its expression is maintained in most venular endothelial cells in situ in the adult^12,13^. COUP-TFII forms stable homodimers in solution that bind to direct repeats (DR) of the COUP-TFII half-site motif with variable spacing between repeats. Depending on the spacing, these DR sequences can also bind heterodimers of COUP-TFII with the nuclear hormone receptor RXR^48,49^. COUP-TFII is classically repressive in these settings^49,50^. COUP-TFII can also regulate gene expression positively in complex with other DNA-binding TFs (e.g., SP1, HNF4, or PROX1) independently of cognate COUP-TFII DNA binding sites^51–55^: These regulatory complexes are not associated with conserved genomic sites for COUP-TFII-DNA interaction, and thus appear to be driven by protein-protein recognition rather than by DNA codes. In contrast, while our gel shift assays show that DNA-bound COUP-TFII can recruit NKX2-3 in the absence of a canonical NKX motif, this interaction is not sufficient to drive reporter expression in our systems: Activating NKX-COUP-TFII heterodimers may require stabilization by canonical NCCE in which both TFs bind their cognate motifs.

COUP-TFII and NKX family TFs coordinate to regulate cell fate decisions in development. For example, NKX2-5, the vertebrate homolog of Drosophila “tinman”, establishes the embryonic heart field^20^ and COUP-TFII drives atrial fate determination within the heart field by inducing TBX5, a master transcription factor for atrial development^15^. COUP-TFII and NKX2-5 also control pro-epicardial and endocardial development, mediated in part by induction of *Etv2*^15,21^. COUP-TFII and NKX2-1 coordinately regulate expression of *Nrp2* in E13.5 GABAergic neurons, triggering their migration toward the amygdala or neocortex^22–24^. We find conserved NCCE in *Tbx5*, *Etv2*, and *Nrp2* that support NKX:COUP-TFII dimerization and cooperative transcriptional activation in reporter assays. NCCE are also enriched among genes implicated in pancreatic beta cell fate specification (regulated by COUP-TFII and NKX2-2^56–58^); in odontogenesis (which involves COUP-TFII and NKX2-3^59,60^); in blood developmental hemopoeisis; and in morphogenesis or development of ear, kidney, muscle, cartilage, and limbs. In contrast, genes with NKX and COUP-TFII sites that are well separated (>30 bp) show significantly less enrichment in these GO terms for morphogenesis or organogenesis. While the physiologic roles of the individual NCCE presented here as a resource remain to be determined, taken together the results suggest that NCCE may contribute to diverse cell fate and morphogenetic events in vertebrate organogenesis. Our findings highlight the adoption of fundamental morphogenetic mechanisms for control of tissue specific vascular and immune organ specialization.

## Methods

All experiments were approved by the accredited Department of Laboratory Animal Medicine and the Administrative Panel on Laboratory Animal Care at Stanford and the VA Palo Alto Health Care System.

### Plasmid constructs

mCE-NF*κ*B and mNF*κ*B (−422 and −260 bp upstream of the *Madcam1* transcription start site, respectively) were PCR-amplified as a *Kpn*I-*Hin*dIII fragment from mouse genomic cDNA and cloned into pGL4.11[*luc2P*] to generate the luciferase (LUC) reporter constructs. To analyze the NKX2-3 and NR2F2 binding sites at CE, site-specific mutations were introduced into CE_ΔN-NF*κ*B-LUC via dual PCR and for CE_ΔC_A, and CE_ΔC_AB via Cyagen custom service. CE-LUC, used for control in mutational studies, and human *MADCAM1* reporter constructs hCE-LUC and hCE_NF*κ*B-LUC were made by Cyagen custom service. Control Renilla (Ren) Luciferase vector is from Promega. For co-transfection studies, mammalian expression vectors *Nkx2-3*, *Nr2f2* (COUP-TFII), and *Hey1* were obtained from ABM custom service (Richmond, BC, Canada). All plasmids are described in Supplementary Table S3.

*Nr2f2*, *Hey1*, and *Nkx2-5* cDNA were PCR-amplified as *Bam*HI-*Eco*RI-fragments and *Nkx2-3* and *Nkx2-3*∆*2-24* cDNA were PCR-amplified as *Eco*RI-*Hin*dIII- fragments from mouse cDNA and cloned into the pET21-A vector (Novagen) to generate His and T7-tagged recombinant proteins. *Nr2f2* cDNA was cloned into the pGEX2TK vector (GE Healthcare) to generate GST-tagged COUP-TFII. pET21A-*Nkx2-1* was from Cyagen, a custom service. The fidelity of all constructs was verified by sequencing. Primer sequences are provided in Supplementary Table S1.

### Cell lines

bEnd.3 and HEK293T cells were obtained from ATCC (CRL-2299 and CRL-3216 respectively). HEK293T cells were grown in Dulbecco’s modified Eagle’s medium containing high glucose and L-pyruvate and supplemented with 10% heat-inactivated fetal bovine serum at 37 °C and 5% CO_2_. bEnd.3 and DN-MAML bEnd.3 cells were grown in the same media supplemented with penicillin-streptomycin. BEnd.3 and bEnd.3-based transductions were grown and maintained at confluence until the cells assumed an organized appearance (typically 2–3 days after confluence) prior to stimulation with TNFα.

### Stable transfections

The bEnd.3-DNMAML cell line was constructed by transducing bEnd.3 cells (ATCC CRL-2299) with MSCV-MAML(12-74)-EGFP, which contains amino acids 12–74 of human MAML fused in frame with EGFP (Gift from Warren Pear, University of Pennsylvania). EGFP-positive cells were sorted on a BD FACS Aria III. Retrovirus was produced with the Phoenix-Eco packaging cell line (ATCC CRL−3214) using standard methods^61^.

Stable bEnd.3 DN-MAML cell lines overexpressing *Nkx2-3*, *Nkx2-3* TN domain or control vector, and bEnd.3 cell lines expressing *Hey1*, *Nkx2*-*3*, *Nr2f2*, as well as shRNA for *Nkx2-3*, *Nr2f2*, and control shRNA, were generated by transduction with respective retroviral constructs packaged in HEK293T cells via standard protocols (Invitrogen).

### Transient transfection assays

For luciferase reporter assays, 1.5 × 10^5^ HEK293T cells were plated on 24-well plates followed by transfection after reaching ~70–80% confluency. The CE_NF*κ*B-LUC and NF*κ*B-LUC constructs were amplified from a pGL4 vector (Promega). CE_ΔN-NF*κ*B-LUC, CE_ΔC_A, CE_ΔC_AB, mouse CE-LUC, and human CE-LUC were amplified from a pGL4.23-based vector custom-made by Cyagen (LUC reporter containing a minimal promoter). Renilla (Ren) Luciferase was amplified from a pRL vector (Promega). 36 h after TNFα stimulation, cells were harvested by centrifugation and re-suspended in lysis buffer. For Fig. 1H, cells were stimulated for 16 h. Luciferase assays were carried out using the Dual-Glo Luciferase assay system (Promega) and a Turner, TD-20/20 luminometer as previously described^62^. Firefly luciferase values were normalized to Renilla luciferase signal of the TNF-stimulated conditions from at least three independent experiments each with 2–3 replicates. Statistical significance was assessed via Student’s one-tail or two-tail paired t-test.

### Protein expression and purification

The pET21A-*Hey1*, -*Nr2f2*, -*Nkx2-3*, -*Nkx2-3∆2-24*, -*Nkx2-1*, -*Nkx2-5*, and pGEX2TK-*Nr2f2* protein expression plasmids were transformed into *E. coli* BL21 competent cells. Protein expression and purification were carried out as previously described^63^ and purified proteins were quantified against BSA.

### Electrophoretic mobility shift assay (EMSA)

EMSAs were performed as previously described^63^. Probes were generated by annealing 100 pmol of sense and antisense oligonucleotides (Table S1) and 1–2 pmol of probe was used in each reaction. Gel shift reactions were conducted at 4 °C in 20% glycerol, 20 mM Tris (pH 8.0), 10 mM KCl, 1 mM DTT, 12.5 ng poly dI/C, 6.25 pmol of random, single-stranded oligonucleotides, BSA and the probe in the amounts specified above. All samples involving only NKX2-3 or HEY1 were loaded on an 8% gel, whereas any involving COUP-TFII were loaded on a 6% gel to resolve protein–DNA complexes. In reactions with cold competitors, 20x unlabeled probes were included in the reactions. Antibodies against specific proteins (anti-NKX2-3, anti-HRT1, Nkx2-1 and Nkx2-5 were from Santa Cruz Biotechnology: sc-83438x, sc-16424x, SC-53136x, and sc-376565X, respectively); anti-COUP-TFII from Perseus Proteomics (PP-H7147-00); and anti-T7 antibody from Abcam (ab97964) (Table S2). Antibodies were added to reactions at the same volume amount of the respective protein to obtain super-shifts. All gels were imaged using the Odyssey Imaging System from Licor.

For Fig. 2D, NKX2-3 and COUP-TFII were incubated with the indicated NCCE probe, in the presence or absence of the indicated concentrations of the TN domain peptide or scrambled peptide. Results are presented as percentage of total probe within the formed heterodimers, calculated by quantifying the amount of NKX2-3:COUP-TFII complex (using the Odyssey software), and dividing this quantity by the total amount of probe present (calculated as the sum of signals from the NKX2-3:COUP-TFII complex and from the free probe).

### Chromatin immunoprecipitation (ChIP)

ChIP was performed using the ChIP-IT High Sensitivity Kit (Active Motif), per manufacturer’s instructions. Cross-linked chromatin isolated from DN-MAML bEnd.3 cells was immunoprecipitated using antibodies against COUP-TFII (Table S2) and the corresponding isotype control. We used PCR primers (Table S1) spanning CE along with a genomic control region (not containing a COUP-TFII binding site). The input and ChIP samples were subjected to real-time PCR (Biorad) and analyzed to ensure that amplification was in the linear range. Three biological samples along with three technical replicates were performed. The data were analyzed as previously described^63^. Error bars indicate the standard error of mean. Statistical significance was assessed via two-tailed T-test, paired.

### Proximity ligation assay (PLA)

PLA (Sigma) was used to identify specific co-localization of NKX2-3 and COUP-TFII in fixed cells, following manufacturer’s protocols with a few modifications. Prior to the PLA, cells were fixed in acetone at 4 °C for 10 min. Cells were incubated with anti-NKX2-3 (Atlas Antibodies, Table S2) and anti-COUP-TFII (Perseus Proteomics; Table S2) or normal rabbit IgG or mouse IgG2a (Santa Cruz Biotechnology) controls. Following PLA, slides were blocked with 10% normal rabbit serum for 30 min at RT and incubated with anti-ERG-488 (Abcam) overnight at 4 °C. The slides were then incubated with antibody against Dylight405-conjugated anti-MAdCAM1 (MECA367) for 2 h at room temperature and imaged.

### RNA isolation, real-time RT-PCR, and microarray analysis

Total RNA was extracted using TRIzol followed by the RNeasy mini kit (Qiagen) cleanup and RQ1 RNase-free DNase set treatment (Promega) according to the manufacturer’s instructions. First-strand cDNA was synthesized Superscript II (Invitrogen). TaqMan universal master mix reagents (Applied Biosytems) were used for Realtime RT-PCR assays. The primers/probes used in this study are listed in Supplementary Table S1.

Microarray analysis of *Nkx2-3*, *Nr2f2*, and *Hey1* in bEnd.3 cells were performed as previously described using Affymetrix Genechip Mouse Gene 1.0 ST arrays^10^. Raw expression values above 120 are considered positive.

### Animals

COUP-TFII^OE/OE^^31^ or COUP-TFII^KO/KO^^30^ mice were crossed with CDH5(PAC)Cre^ERT2^ mice^17^ to generate tamoxifen-inducible endothelial cell-specific COUP-TFII OE or KO mice (EC iCOUP^OE or KO^). Littermates not harboring the cre transgene were used as controls. 200 µg/g of tamoxifen was injected three times, i.p. every other day. For the SNA and COUP-TFII^KO/KO^ studies, 100 µg/g of tamoxifen was i.p. injected every other day three times. Days post-injection correspond to the number of days after the first injection. *St6gal1*^*−/−*^ mice^64^ were from the Marth lab. *Nkx2-3*^*−/−*^ mice^19^ were backcrossed to BALB/cJ mice and maintained at the Department of Immunology and Biotechnology, University of Pécs^42^. C57BL/6J mice were obtained from The Jackson Laboratory, Bar Harbor, USA. All animals were housed under standard conditions, maintained in a 12 h/12 h light/dark cycle at 22 ± 2 °C and given food and tap water ad libitum. Unless otherwise stated, male and female mice between the ages of 6–10 weeks were used in all experiments.

### Single-cell sequencing

Endothelial cells from the Peyer’s patches of EC-iCOUP^OE^ and control mice were isolated 14–19 days post tamoxifen treatment, dissociated, and sorted as previously described^12^. Single-cell gene expression was assayed using the 10x Chromium v3 platform using Chromium Single Cell 3’ Library and Gel Bead Kit v2 (10X Genomics, PN-120237) according to 10X Genomics guidelines. 

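The headers of the deposited counts name Cell Ranger 3.0.2 for the control library and EC-iCOUP OE replicate 2, and Cell Ranger 3.1.0 for replicate 1. The first pair also lists 2 added sequences, *CreERT2* and *TdTomato*, with 0 UMIs of either. All libraries list the same 31053 mouse genes. The control library shared 0 of its barcodes with EC-iCOUP OE replicate 1 and 12 with replicate 2, and the replicates shared 0. Libraries made with the same set of gel bead barcodes share some of them by chance, so EC-iCOUP OE replicate 1 was made with another set of barcodes than the control library, whereas replicate 2 and the control library drew on a common set.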

Male and female cohorts were processed together and resolved post-sequencing. 

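The files do not label cells by sex. A cell with an *Xist* UMI and no UMI of *Ddx3y*, *Eif2s3y*, *Uty* or *Kdm5d* was called female, and a cell with a UMI of those genes and none of *Xist* was called male. Of the blood EC, 1727 were female and 113 male in the control library, 1345 and 874 in EC-iCOUP OE replicate 1, and 493 and 169 in replicate 2. The remaining 627, 1285 and 328 cells could not be assigned. As a measure of background, 32 of 1759, 49 of 1394 and 8 of 501 cells with an *Xist* UMI also had a UMI of those genes.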

Libraries were sequenced on an Illumnia NextSeq 500 using 150 cycles high output V2 kit (Read 1: 26, Read2: 98, and Index 1:8 bases). The Cell Ranger package (v3.0.2) was used to align high-quality reads to the mm10 transcriptome (quality control reports available: https://stanford.io/37sXZV3). Quality control and data analysis were carried out as described^12^. Briefly, normalized log expression values were calculated using the scran package^65^. Imputed expression values were calculated using a customized implementation (https://github.com/kbrulois/magicBatch) of the MAGIC (Markov Affinity-based Graph Imputation of Cells) algorithm^66^ and optimized parameters (*t* = 2, *k* = 9, ka = 3). Supervised cell selection was used to remove cells with non-blood endothelial cell gene signatures: lymphatic endothelial cells (Prox1, Lyve1, Pdpn); Pericytes (Itga7, Pdgfrb); fibroblastic reticular cells (Pdpn, Ccl19, Pdgfra); lymphocytes (Ptprc, Cd52). The Arterial (*Gkn*+), HEC, PCV, and CRP clusters were defined based on canonical marker expression. 

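Clusters were named here from fixed lists of markers, of which none but *Gkn3* and *Vwf* is a gene compared between genotypes at the claims. The list was *Chst4*, *Gcnt1*, *Enpp2*, *Glycam1*, *Chst2*, *Cxcl13* and *Apoe* for HEC, and *Sele*, *Vwf*, *Icam1*, *Bst1*, *Lrg1*, *Il1r1* and *Bgn* for PCV. For CRP it was *Apln*, *Esm1*, *Egfl6*, *Pgf*, *Angpt2*, *Trp53i11* and *Cxcr4*. Arterial EC were named from *Gkn3*, *Bmx*, *Gja5*, *Gja4*, *Sema3g*, *Fbln5*, *Stmn2*, *Efnb2* and *Clu*, and CapEC from *Rgcc*, *Ly6c1*, *Gpihbp1*, *Cd36*, *Kdr*, *Car4* and *Cxcl12*. LP CapEC were separated from PP CapEC by the subset labels in the source data of Fig. 4B, of which the copy used here covers 958 cells of EC-iCOUP OE replicate 1 and all 1041 labelled cells of replicate 2. Of the cells also kept here, 440 of 926 in replicate 1 and 555 of 989 in replicate 2 bore the same name in both, or 47.5% and 56.1%. Arterial EC came from clusters 2 (34, 570 and 148 cells in the control library and EC-iCOUP OE replicates 1 and 2), 8 (240, 101 and 44) and 12 (105, 71 and 48). The paper's most frequent label was PP CapEC in all 3 of them (308 of 313, 61 of 72 and 63 of 63 labelled cells), as it was in cluster 10, named CRP (42 of 71, with 29 labelled CRP), in the dividing cluster 13 (23 of 49), and in the unnamed clusters 7 (146 of 152) and 14 (23 of 23). Cluster 7 was left unnamed because haemoglobin genes led it. *Hbb-bt* was found in 2 of its 16 control cells and in 0 of its 333 and 71 cells of EC-iCOUP OE replicates 1 and 2.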

Batch effects from technical replicates were removed using the MNN algorithm^67^ as implemented in the batchelor package’s (v1.0.1) fastMNN function. Dimensionality reduction was performed using the UMAP algorithm. For UMAP embeddings, cell-cycle effects were removed by splitting the data into dividing and resting cells and using the fastMNN function to align the dividing cells with their resting counterparts. Violin plots were generated using ggplot2; *y*-axis units for gene expression data corresponding to log-transformed normalized counts after imputation. Mean gene expression for male and female cells from each subset was calculated for each sample and plotted with standard errors. 

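In PP CapEC of EC-iCOUP OE replicate 1, *Madcam1* was at 2727 CPM (2605 to 2853) in the 251 female cells and 2141 CPM (2004 to 2285) in the 148 male cells. In replicate 2 it was at 2851 CPM (2701 to 3007) in 211 female cells and 2934 CPM (2669 to 3219) in 70 male cells. In the control library the 545 female cells gave 111 CPM (90.8 to 134) and the 28 male cells 99.7 CPM (32.4 to 233). The values of *Nr2f2* in female and male PP CapEC were 2648 CPM (2528 to 2773) and 1989 CPM (1857 to 2129) in replicate 1, and 1226 CPM (1129 to 1330.2) and 1362 CPM (1183 to 1561) in replicate 2. Female and male cells of 1 library were not treated as independent samples.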

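*Gkn3* (ENSMUSG00000030048, chromosome 6 from 87383256 to 87388935) held 172 UMIs in 56 blood EC of the control library, 6 UMIs in 6 cells of EC-iCOUP OE replicate 1 and 0 in replicate 2. In cluster 8, the arterial cluster with most of them, the counts were 155, 6 and 0 UMIs, whereas *Bmx*, another arterial marker, held 81, 46 and 15. Among CRP, 85 cells were called female and 5 male in the control library, 49 and 27 in replicate 1, and 19 and 7 in replicate 2. The 5 male CRP of the control library were among 32 CRP without an *Xist* UMI, or 15.6% (5.28 to 32.8%). Of the remaining subsets, the fewest male cells of the control library were 5 in LP CapEC, apart from dividing EC with 0.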

With the exception of mature *Gkn3*^+^ arterial EC (identifiable among captured cells only in the WT cohort), and of CRP (missing in the male WT mice), all subsets were represented by cells within both male and female mice from each condition.

### Identification of conserved NCCE

Conserved genomic regions were defined as regulatory elements with log-odds score greater than 300 in UCSC Genome Browser’s phastCons Placental Elements track, which aligns 60 vertebrate species and measures evolutionary conservation of genomic sequences^68,69^. COUP-TFII and NKX motifs were searched within each conserved region in the mouse genome using HOMER^70^. The spacing between the two motifs within a NCCE was calculated as the distance between the centers of the motifs. Genome coordinates of the motifs were converted from mouse (mm10) to human (hg38) using the liftOver tool^71^, and only mouse coordinates whose syntenic human counterparts correspond to COUP-TFII and NKX binding motifs were defined as conserved NCCE. All NCCEs are provided as a custom track in a UCSC Genome Browser session: https://genome.ucsc.edu/s/m.xiang/NCCE_gap6%2D16_conserved.

### Imaging

PP were imaged following either retro-orbital injection of fluorescent-labeled antibodies or immunofluorescence staining of LN sections. Injected antibodies (25–75 µg) were administered 5–30 min prior to sacrifice and PP removal. To image the overall vasculature, the PP was compressed to ~35–50 µm thickness by applying gentle pressure on a coverslip on a glass slide (Figs. 4D, S5, and S6). Alternatively, tissues were fixed with 4% paraformaldehyde (PFA), cryoprotected with sucrose, frozen in OCT (Sakura® Finetek) in 2-methylbutane (Sigma) on dry ice and stored at −20 °C. 50 µm cryo-sections were stained with antibodies as previously described^12^. Cell lines were fixed with 4% PFA and stained according to standard protocols for imaging.

For *Sambucus nigra* lectin (SNA) studies, binding to the vascular endothelium was assessed by perfusing mice with fluorescently labeled lectin. Briefly, mice were injected iv with a cocktail of fluorescent antibodies to mark endothelial cells and HEV (6 μg anti-CD146, 25 μg anti-mouse MAdCAM-1 (clone # MECA367), 25 μg anti-mouse MAdCAM-1 (clone # MECA89) and 36 μg anti-mouse PNAd (clone # MECA79) 15 min prior to anesthesia; followed 5 min later by i.p. injection of 5 units of Heparin (Sigma-Aldrich, H3149). Mice were anesthetized by isoflurane and subjected to vascular perfusion by gravity (75 cm in height) flow with Ca^2+^Mg^2+^ HBSS buffer containing 3 µg/ml SNA (Vector Laboratories). A flow rate of ~2 ml/min was maintained. After perfusion with 20 ml SNA solution, mice were sacrificed, and tissues were positioned in Fluoromount-G (Southern Biotech) and manually compressed by firm pressure on an overlying coverslip for confocal imaging. The slides were imaged using Apotome 2.0 fluorescence microscope or LSM 880 laser scanning microscope (Zeiss).

For the *Nkx2-3*^−*/−*^ SNA studies, BALB/c mice were co-housed with *Nkx2-3*^*−/−*^ mice under standard conditions and were used between 6 and 8 weeks of age. Mice were injected with cocktails containing APC-conjugated anti-CD31 (clone # MEC13.1, BD Biosciences), anti-mouse PNAd (clone # MECA-79), and anti-mouse MAdCAM-1 (clone # MECA-89) labeled with DyLight405 in PBS at 200 μl final volume. 20 min later the mice were anesthetized with ketamine-xylazine injection i.p. supplemented with 0.5 mg/kg atropine. The anesthetized mice were injected with heparin, followed by sequential perfusion through the left ventricle with 10 ml PBS followed by PBS with 2 μg/ml *Sambucus nigra* lectin (SNA) conjugated with Cy3 (Vector Laboratories) containing 0.1 mM CaCl_2_ of the period of 20 min. After washing with PBS the animals were perfusion-fixed by 4% buffered paraformaldehyde. After fixation, the inguinal lymph nodes and Peyer’s patches were placed onto glass histological slides in an area demarcated with PAP-pen to prevent the spillage of mounting medium. Two strips of double-sided sticky tape were placed outside the marked area, and 50 μl of 1:1 mixture of PBS-glycerol was added, in which the samples were immersed, and covered with 22 mm × 40 mm glass coverslips. The samples were viewed using an Olympus Fluoview FV-1000 laser scanning confocal imaging system (Olympus Europa SE & Co. KG, Hamburg, Germany).

For NKX2-5 and COUP-TFII co-localization studies (Fig. S10), BALB/c embryos at E10.0 were isolated in PBS and then fixed in 4% PFA overnight at 4 °C. The following day, embryos were washed in PBT (PBS containing 0.1% Tween-20), dehydrated in an ascending methanol sequence, xylene treated, and embedded in paraffin. Immunofluorescence was performed on 7 µm deparaffinized sections. Briefly, sections were subjected to antigen retrieval in Tris buffer pH 10.2 for 8 min, washed in 0.1% PBT and incubated in blocking buffer (0.2% milk powder, 99.8% PBT) for 1 h at room temperature. Primary antibodies were incubated in blocking buffer overnight at 4 °C. The following day, the sections were washed three times with PBT and incubated for 2 h with corresponding secondary antibodies in blocking buffer at room temperature. After three washes in PBS, DAPI (Sigma-Aldrich) was added to counterstain the nuclei. The sections were mounted using Prolong Gold Antifade Reagent (Invitrogen) and imaged using Zeiss LSM-700 confocal microscope. The following primary antibodies were used: ERG (Abcam), NKX2-5 (Santa Cruz), and COUP-TFII (Perseus Proteomics). Secondary antibodies were Alexa Fluor conjugates 488, 555, and 647 (Life Technologies).

### Statistics and reproducibility

All EMSA and imaging were performed a minimum of three times. For mouse experiments, male and female of similar ages were randomly allocated to each experimental group. Statistical test used for each experiment is indicated in the figure legend.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files. scRNAseq raw data are available in the NCBI Gene Expression Omnibus (GEO) repository with accession number GSE217886. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: An NKX-COUP-TFII morphogenetic code directs mucosal endothelial addressin expression
**Source:** Nat Commun. 2022 Dec 2;13:7448. doi: 10.1038/s41467-022-34991-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: NCCE loci in the mouse and human genomes.

How the deposited data were processed for this re-analysis (not part of the article)

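Gene expression was measured by droplet-based 3′ single-cell RNA sequencing of PP EC in 3 libraries, namely 1 control library labelled wild-type and 2 EC-iCOUP OE libraries labelled replicates 1 and 2. Conditions were taken from the sample labels. The paper's Methods give tamoxifen at 200 µg per g body weight in 3 injections and isolation 14 to 19 days after induction, whereas its Results give day 15 or 19 for EC-iCOUP OE mice. The labels and the paper's text do not give the day of each library, and the day of isolation was not used here. The authors counted UMIs per gene and cell barcode with Cell Ranger against the mm10 transcriptome and kept the barcodes called as cells. The deposited values are whole numbers of 1 or more, and every barcode has at least 500 UMIs. They are raw counts without scaling or imputation, and they still contain cells of other types. The paper's violin plots show log-transformed normalized counts after imputation, which is another scale than the one used here.

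Counts were read with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Cells were kept with at least 500 genes, at least 1000 UMIs and at most 10% mitochondrial UMIs. Doublets were called in each library with Scrublet as implemented in scanpy 1.11.5, at an expected doublet rate of 6%. Libraries were integrated and clustered with Seurat 5.3.0 in R 4.3.3 (log normalization per library, 2000 variable genes, reciprocal PCA anchors, 30 components, 20 neighbours, Louvain resolution 1, seed 1). The genes compared between genotypes, the Notch, transport and barrier lists and the sex-linked genes were left out of the variable genes. A first round of clustering left out the clusters that were not blood endothelium, and a second round on the remaining cells gave the EC subsets. Each cluster was named by the marker list with the highest mean log2 ratio of CPM in the cluster to CPM in all other cells, with 10 CPM added to both, and was left unnamed where no list was above 0, fewer than 3 markers were detected or its leading genes belonged to another list. LP CapEC were told from PP CapEC by the paper's subset labels, of which the copy used here holds 1999 cells, and 7406 further lines of that table were not used here. A cluster that resembled CapEC and in which LP CapEC was the most frequent label was named LP CapEC. Gene coordinates are those of GENCODE vM21 on GRCm38, which carries the same assembly as mm10, and they enter no calculation.

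The control library, EC-iCOUP OE replicate 1 and EC-iCOUP OE replicate 2 held 5341, 4704 and 1239 cells in the first round. Left out with their clusters were 2843, 1184 and 229 cells, and a further 31, 16 and 20 cells in blood EC clusters were left out because their UMIs of markers of another cell type were as many as those of blood endothelium or more. The depth sets the precision. In PP CapEC a gene at 1 UMI in the control library stands at 0.669 CPM, and genes with few UMIs in the control library can be compared only with wide counting intervals. EC-iCOUP OE replicate 2 held the fewest cells, with 36 CRP, 32 LP CapEC and 3 HEC, and subsets with fewer than 10 cells in a library were not compared.

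UMIs were summed over the cells of each subset and library and expressed as CPM. Intervals at 95% are exact Poisson intervals for counts and Clopper-Pearson intervals for shares of cells, and each cell was thinned to the same number of UMIs before a share was taken. Counting intervals of ratios are exact and conditional on the sum of both counts. Where the control library held 0 UMIs, the EC-iCOUP OE library was set against 3 UMIs and the ratio is given as a bound. Such a bound leaves out the counting error of the EC-iCOUP OE library, so the exact lower limit can lie below it. With 1 control library no test, P value or standard error was computed, and genes were called by the fixed 2-fold rule in both EC-iCOUP OE libraries. In PP CapEC the rule was applied to genes with at least 50 UMIs in 1 library or more, without sex-linked genes. Genes named in the text are those that the paper names for the single-cell data (including *Nr2f1* and *Fut7*), the members of the Notch list, and the 10 genes with the largest increase and the 10 with the largest decrease in PP CapEC by the smaller of their 2 absolute log2 ratios. Medians of gene lists were set against 10000 random lists of the same size matched for mean expression. Scaling by the trimmed mean of M values (TMM) used edgeR 4.0.16. The size rule and the list percentiles were tested on simulated data. With counting noise alone, 1 of 4887 unchanged genes was called, and of 200 random lists 10 lay outside percentiles 2.5 to 97.5. A simulated list shifted downwards lay at percentile 0.

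The comparisons, the Notch, transport and barrier lists, the size rule, the rule for named genes and the marker lists were chosen before the data were examined. So were the following alternatives. The subsets were made at Louvain resolutions 0.6 and 1.6, with each library clustered separately, with the paper's subset labels for the EC-iCOUP OE cells that they cover, with the compared genes kept among the variable genes, with a looser cell filter (at least 200 genes and 500 UMIs, at most 20% mitochondrial UMIs), and without doublet removal. Expression was also taken as the mean of the CPM of single cells, scaled by TMM, and compared without each EC-iCOUP OE replicate in turn. The count of genes was taken at minimums of 1 and 200 UMIs and at 1.5-fold and 3-fold, shares at 500 and 2000 UMIs per cell and without thinning, and lists at a minimum of 10 UMIs.

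Other choices were made only after values had been seen. Clustering with other seeds and with another arithmetic kernel of the linear algebra library, naming clusters by the most frequent of the paper's labels, values within cluster 3 alone or within other single clusters, and PP CapEC joined with cluster 7 were added then, as were the genes *Vwf* and *Glycam1* and the minimum of 10 cells. The way in which scores of markers name a cluster and in which cells were left out in the first round was settled after a first clustering had been seen, and was kept when the clustering was repeated with the arithmetic kernel used here. The rule that a bound on the side of no change gives no ratio was set after alternatives had been seen. The list of interferon gamma response genes was chosen after *Cxcl10* had been seen. Genes such as *Cxcl10* and *Prom1* were among the variable genes, so that differences in them can shape the clusters in which they are compared. The spread between control mice could not be estimated, female and male cells of 1 library were not treated as replicates, and imputation was not used here. Experiments of the paper other than the single-cell data were not analysed here.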

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

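The comparisons within cluster 3 given below, and the comparison of *Emilin1* and *Gucy1b1* by their gain in CPM in pericyte-like cells, were chosen only after the values had been seen.

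Of the 10 genes with the largest increase in PP CapEC of the EC-iCOUP OE libraries, 8 are not named in the paper. The mean log2 ratio to the control library was 6.38 ± 0.45 (SD, n = 2) for *Cxcl10*, 5.25 ± 0.11 for *Ftl1-ps1* and 5.21 ± 0.22 for *Emilin1*. *Ifi213* (5.99 ± 0.72) and *Ccdc85b* (6.19 ± 1.39) each rest on 1 UMI in the control library, and *Gucy1b1* (5.52 ± 0.67) rests on 2. Their counting intervals in replicates 1 and 2 were 3.99 to 11.81 and 2.89 to 10.83 for *Ifi213*, 4.67 to 12.48 and 2.59 to 10.57 for *Ccdc85b* and 4.11 to 9.05 and 3.11 to 8.14 for *Gucy1b1*. *Nxpe4* and *Trim12a* held 0 UMIs in the control library. Set against 3 UMIs, *Nxpe4* was 33.3-fold and 41.0-fold higher in replicates 1 and 2, a mean bound of 5.21 on the log2 scale. In the same way *Trim12a* was 27.6-fold and 30.8-fold higher, a mean bound of 4.87. The smaller of the lower limits of the 2 log2 ratios by counting was 4.74 for *Nxpe4* and 4.46 for *Trim12a*.

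RNA or cells of PCV among the PP CapEC were weighed first. The rise of each gene would need PCV to make up 61.1% (*Cxcl10*), 138% (*Ifi213*), 85.3% (*Ccdc85b*), 96.1% (*Ftl1-ps1*), 158% (*Emilin1*), 146% (*Nxpe4*), 135% (*Gucy1b1*) or 86.7% (*Trim12a*) of the RNA, the smaller share of the 2 replicates in each case. Of 30 other genes marking PCV in the control library, the highest share was 60.3% in replicate 1 and 54.7% in replicate 2. Each of the 8 genes lay above the limit of its replicate in both replicates, which argues against PCV as the whole cause.

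A difference of the mice or libraries that reaches every cell type was tested in the pericyte-like cells left out of the blood EC (130, 222 and 91 cells in the control library and replicates 1 and 2), where the transgene is not induced if the Cadherin 5 driver is confined to EC. *Emilin1* was below 2-fold there (log2 ratio 0.30), with gains of 23.2 and 2.01 CPM against 189 and 152 CPM in PP CapEC, which argues against such a difference for this gene. *Gucy1b1* was below 2-fold too (0.43), but it gained 54.0 and 112 CPM there, against 83.7 and 42.9 CPM in PP CapEC. For *Gucy1b1* such a difference and an effect in EC cannot be told apart, because the high level in the pericyte-like cells of the control library would hide an equal gain in the ratio. *Ccdc85b* (2.62), *Ftl1-ps1* (4.01) and *Trim12a* (2.30) were higher in these cells too, so a difference of the mice (their strain background included) or of the libraries may account for them. The control library held 2 UMIs of *Ccdc85b* in these cells (counting intervals 1.46 to 6.47 and -0.75 to 5.26) and 0 UMIs of *Trim12a*, whose value is a bound. The sign of *Cxcl10* differed between replicates (2.14 and -0.64, mean 0.75), and *Ifi213* and *Nxpe4* had 8 and 19 UMIs in all 3 libraries together. For *Cxcl10*, *Ifi213* and *Nxpe4* the 2 explanations cannot be told apart either, because the replicates part or the counts are too few. *Ftl1-ps1* has near-identical copies in the genome, and reads shared between them stay open for it.

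Within cluster 3, which holds over 100 cells of every library, the log2 ratio was 2.90 for *Cxcl10*, 4.17 for *Ifi213*, 5.09 for *Ccdc85b*, 5.67 for *Ftl1-ps1*, 3.21 for *Emilin1*, 5.14 for *Nxpe4* and 3.97 for *Trim12a*, and *Gucy1b1* gave no ratio. The control library held 1 UMI each of *Ifi213* and *Ccdc85b* and 3 UMIs of *Emilin1* there, with counting intervals in replicates 1 and 2 of 1.75 to 10.00 and 0.61 to 9.33, 3.56 to 11.50 and 0.99 to 9.55 and 1.02 to 5.48 and 1.56 to 5.91. It held 0 UMIs of *Nxpe4* and *Trim12a*, whose values are bounds. These values argue against the mix of capillary clusters as the whole cause of the increase of these 7 genes. An effect of the induced *Nr2f2* on EC stays open for all 8 genes and is, for *Emilin1*, a hypothesis that the tests above leave standing. It was found and tested on the same libraries, and genotype remains confounded with library because there is 1 control library.

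*Ackr1* moved in opposite directions in PP CapEC and PCV of both EC-iCOUP OE libraries. Its log2 ratio was 2.33 and 2.35 in PP CapEC of replicates 1 and 2, and -1.36 and -0.66 in PCV (mean -1.01). The difference between the subsets was not tested. RNA or cells of PCV among the PP CapEC were weighed for *Ackr1* and *Selp* with the same 30 genes. The median share of PCV RNA that these genes imply was 7.35% in replicate 1 (positive for 24 of 30 genes) and 8.61% in replicate 2 (positive for 21 of 29). *Ackr1* needs 4.18% and 2.61%, and *Selp* needs 11.1% and 5.60%. These values are consistent with RNA or cells of PCV as the source of *Ackr1* in both replicates and of *Selp* in replicate 2, whereas *Selp* of replicate 1 lies above the median. Within cluster 3 the log2 ratio of *Ackr1* was -1.17, with 0 UMIs in replicate 1, a bound, and 2 in replicate 2. A rise of venous genes as a whole under induced *Nr2f2* would give the same medians and stays open, and no test here separates the fall in PCV from a difference between the libraries.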

How the results depend on the processing

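The other seeds, the other arithmetic kernel, the naming of clusters by the paper's labels, cluster 3 alone and cluster 7 joined to PP CapEC were chosen only after the results had been seen. For every change given here the cause was not tested, except where the alternative itself sets how many genes or cells enter. No paired analysis was possible because the labels pair no libraries.

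Over the main value and every alternative that gave a ratio, *Nr2f2* was called higher in PP CapEC (log2 ratio 6.15 to 8.33), LP CapEC (6.07 to 6.54), CRP (4.73 to 7.33) and PCV (2.72 to 2.95), *Madcam1* in PP CapEC (1.59 to 5.08) and LP CapEC (3.95 to 4.53), and *St6gal1* in CRP (mean bounds of 1.45 to 2.25 where the control library held 0 UMIs). *Madcam1* and *St6gal1* were called in PCV under none of them (-0.46 to 0.13 and 0.092 to 0.43). Of 986 values computed under alternatives for 81 results, 205 of those at the statements of the paper stayed within 1 SD of the replicates or their interval, 166 moved beyond it and 3 changed the direction of a called gene or of a list that stood out from its random lists. A further 14 of the values that stayed or moved had another sign than a main value that was not called or did not stand out. They were those of *Vcam1* in PP CapEC under 5 alternatives, of *Ccl21a* in PP CapEC under 4, of *Madcam1* in PCV without replicate 1 (0.13) and of the transport list, in replicate 1 at a resolution of 1.6 (-0.022), with the looser cell filter (-0.024) and with cluster 7 joined to PP CapEC (-0.0082), and in replicate 2 with genes of at least 10 UMIs. Among the other values 414 stayed, 196 moved and 2 changed the direction of a called gene, namely *Hbb-bt* in PP CapEC, at 0.11 with a resolution of 1.6 and 0.0010 for the second seed. Of those that stayed or moved, 10 had another sign than a main value that was not called. An SD of 2 replicates can be very small, as for *Ackr1* in PP CapEC (0.013), so that small changes count as moved.

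At a clustering resolution of 0.6 the log2 ratio in PP CapEC was -0.45 for *Nkx2-3*; that in CRP was 4.73 for *Madcam1*; that in HEC of replicate 1 was -0.43 for *Madcam1*; the medians of the Notch list were -1.10 in replicate 1 and -0.59 in replicate 2; 110 genes were called in PP CapEC, 36 higher and 74 lower. With a resolution of 1.6 the log2 ratios in PP CapEC were 6.96 for *Nr2f2*, 2.96 for *Madcam1*, 2.77 for *St6gal1*, -0.72 for *Nkx2-3*, 0.27 for *Vcam1*, 0.70 for *Ackr1* and 2.27 for *Selp*; those in CRP were 4.73 for *Nr2f2* and 4.81 for *Madcam1*; the median of the Notch list was -1.23 in replicate 2; the medians of the barrier list were 0.77 in the control library, 0.30 in replicate 1 and 0.33 in replicate 2. *Ackr1* in PP CapEC was not called. Clustering each library separately changed more, and the log2 ratios in PP CapEC were 6.33 for *Nr2f2*, 3.24 for *Madcam1*, 1.46 for *St6gal1*, -0.40 for *Nkx2-3*, 0.31 for *Vcam1*, 0.74 for *Ackr1* and 0.81 for *Selp*; those in CRP were 5.18 for *Nr2f2* and 0.90 for *Madcam1*; that in HEC of replicate 1 was -0.44 for *Madcam1*; the medians of the Notch list were -2.21 in replicate 1 and -0.58 in replicate 2; 69 lower genes were called in PP CapEC. *St6gal1* in PP CapEC was not called, *Madcam1* in CRP was not called, *Ackr1* in PP CapEC was not called and *Selp* in PP CapEC was not called. At a resolution of 0.6 PP CapEC held 434, 12 and 10 cells, which limits the number of genes with enough UMIs.

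When the paper's subset labels were used for the EC-iCOUP OE cells that they cover, the log2 ratios in PP CapEC were 1.70 for *Vcam1*, 2.11 for *Ackr1* and 1.96 for *Selp*; that in HEC of replicate 1 was -0.68 for *Madcam1*; the median of the Notch list was -0.99 in replicate 2; the medians of the barrier list were 0.49 in replicate 1 and 0.54 in replicate 2. *Vcam1* in PP CapEC was called higher and *Ccl21a* in PP CapEC was called higher. The control cells kept the names given here, so PP CapEC of the control and EC-iCOUP^OE libraries were then not defined alike. Keeping the compared genes among the variable genes was tried, and the log2 ratios in PP CapEC were 6.90 for *Nr2f2*, 3.96 for *Madcam1*, 2.86 for *St6gal1*, 1.52 for *Ackr1* and 2.40 for *Selp*; those in CRP were 7.33 for *Nr2f2* and 4.64 for *Madcam1*; that in HEC of replicate 1 was -0.46 for *Madcam1*; the median of the Notch list was -1.05 in replicate 2. Under the looser cell filter the log2 ratios in PP CapEC were 6.90 for *Nr2f2*, 4.06 for *Madcam1*, 0.62 for *Vcam1* and 0.59 for *Ackr1*; that in HEC of replicate 1 was -0.46 for *Madcam1*; the medians of the Notch list were -1.44 in replicate 1 and -1.20 in replicate 2; the median of the transport list was -0.46 in the control library; the medians of the barrier list were 0.88 in the control library, 0.31 in replicate 1 and 0.42 in replicate 2. *Ackr1* in PP CapEC was not called. Without doublet removal the log2 ratios in PP CapEC were 7.01 for *Nr2f2*, 3.98 for *Madcam1*, 3.51 for *St6gal1*, -1.02 for *Nkx2-3*, 1.24 for *Vcam1*, 1.50 for *Ackr1* and 1.97 for *Selp*; that in CRP was 4.94 for *Madcam1*; the medians of the Notch list were -1.44 in replicate 1 and -0.88 in replicate 2; the medians of the barrier list were 0.75 in the control library, 0.32 in replicate 1 and 0.38 in replicate 2; 347 higher genes were called in PP CapEC. *Vcam1* in PP CapEC was called higher.

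As means of the CPM of single cells, the log2 ratios in PP CapEC were 8.30 for *Nr2f2*, 5.08 for *Madcam1*, -0.033 for *Vcam1*, 2.83 for *Ackr1* and 3.58 for *Selp*; that in HEC of replicate 1 was -0.28 for *Madcam1*. After TMM scaling the log2 ratio in PP CapEC was 2.38 for *Ackr1*; that in HEC of replicate 1 was -0.67 for *Madcam1*. TMM moved every log2 ratio in HEC of replicate 1 by -0.27, against -0.0057 and 0.092 in PP CapEC of replicates 1 and 2, so that the change in HEC is that of all genes. In arterial EC of replicate 2 the shift was 0.15.

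For the second clustering seed the log2 ratios in PP CapEC were 8.33 for *Nr2f2*, 4.87 for *Madcam1*, 3.72 for *Ackr1* and 2.37 for *Selp*; that in CRP was 4.69 for *Madcam1*; the median of the Notch list was -1.14 in replicate 2. Another seed, the third, was tried, and the log2 ratios in PP CapEC were 4.87 for *Madcam1*, 2.36 for *Ackr1* and 3.64 for *Selp*; that in CRP was 4.69 for *Madcam1*. On another arithmetic kernel the log2 ratios in PP CapEC were 6.83 for *Nr2f2*, 3.73 for *Madcam1*, 3.04 for *St6gal1*, -1.07 for *Vcam1*, 0.49 for *Ackr1* and 1.61 for *Selp*; that in HEC of replicate 1 was -0.49 for *Madcam1*; the median of the Notch list was -1.73 in replicate 1. *Vcam1* in PP CapEC was called lower and *Ackr1* in PP CapEC was not called.

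Where clusters were named by the paper's labels, the log2 ratios in PP CapEC were 7.02 for *Nr2f2*, 4.31 for *Madcam1*, 1.89 for *St6gal1*, -0.65 for *Nkx2-3*, -0.071 for *Vcam1* and 0.83 for *Ackr1*; that in HEC of replicate 1 was -0.78 for *Madcam1*; the median of the Notch list was -1.44 in replicate 1; the medians of the barrier list were 0.48 in the control library, -0.017 in replicate 1 and 0.33 in replicate 2. *Ackr1* in PP CapEC was not called. Inside cluster 3 the log2 ratios in PP CapEC were 6.15 for *Nr2f2*, 1.59 for *Madcam1*, -0.50 for *Nkx2-3* and -1.17 for *Ackr1*; the medians of the Notch list were -0.17 in replicate 1 and -0.60 in replicate 2; 108 genes were called in PP CapEC, 49 higher and 59 lower. *Ackr1* in PP CapEC was not called. The directions of *Ackr1* in cluster 3 and of the barrier list of replicate 1 with the paper's labels are opposite to the main values. With cluster 7 joined to PP CapEC the log2 ratios in PP CapEC were 4.22 for *Madcam1*, 1.20 for *Ackr1* and 2.43 for *Selp*; the median of the Notch list was -1.38 in replicate 1; the median of the barrier list was 0.28 in replicate 1. *Hbb-bt* was then at -7.09.

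The count of genes depends on its thresholds. At 1.5-fold 436 genes were higher and 488 lower (924 in all), and at 3-fold 113 genes were higher and 48 lower (161 in all). With a minimum of 1 UMI 616 genes were higher and 461 lower (1077 in all), and with 200 UMIs 98 genes were higher and 52 lower (150 in all). With TMM scaling 227 of the 227 higher and 142 of the 164 lower genes remained. Of the same genes, the number also called was 14 higher and 11 lower at a resolution of 0.6, 174 higher and 124 lower at 1.6, 107 higher and 42 lower with each library clustered separately, 176 higher and 120 lower with the paper's subset labels, 190 higher and 93 lower with the compared genes kept, 184 higher and 96 lower with the looser cell filter and 186 higher and 86 lower without doublet removal. It was 209 higher and 113 lower and 224 higher and 161 lower for the other seeds, 192 higher and 103 lower on the other arithmetic kernel, 163 higher and 120 lower with clusters named by the paper's labels, 215 higher and 147 lower with cluster 7 joined and 33 higher and 38 lower in cluster 3. Each EC-iCOUP OE library alone called more genes, from 751 to 821 changed, from 357 to 432 higher and from 389 to 394 lower across the 2 comparisons that each left out 1 replicate, since 1 library then decides. With 1 replicate left out the other values were those of the remaining replicate.

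Depth limits the shares of cells. In the control library and EC-iCOUP OE replicates 1 and 2, the share of PP CapEC with *Nr2f2* was 0.114, 60.8 and 40.9% at 500 UMIs per cell, 2.05, 91.5 and 83.6% at 2000 UMIs and 1.25, 88.0 and 78.7% without thinning. The share with *Madcam1* was 2.85, 51.8 and 53.0% at 500 UMIs, 9.74, 81.8 and 78.7% at 2000 UMIs and 7.06, 74.4 and 66.7% without thinning. At 2000 UMIs 87.0 and 88.7% of the cells with an *Nr2f2* UMI had a *Madcam1* UMI.

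With genes of at least 10 UMIs the median of the transport list was -0.034 in the control library and 0.20 in replicate 2, and that of the barrier list was 0.52, -0.27 and 0.44 in the control library and EC-iCOUP OE replicates 1 and 2, opposite to the main value in replicate 1. No LP CapEC cluster formed at a resolution of 0.6, with each library clustered separately, with the compared genes kept, with the other seeds or on the other arithmetic kernel, and results for LP CapEC could not be given there. The depth leaves *St6gal1* and the venous genes of PP CapEC on few UMIs, and it limits HEC to replicate 1.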

Differences from the paper's values

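The values within cluster 3, the naming of clusters by the paper's labels and the clustering with another arithmetic kernel were chosen only after the results had been seen.

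The source data of Fig. 4B give a subset for single cells, and the shares below are percentages of the labelled cells kept here. In the main clustering these were 926 and 989 cells in replicates 1 and 2, of which 209 and 117 were left unnamed here. Unnamed cells count in these totals and lower the shares found here, so the gaps are not those over cells named in both. PP CapEC made up 20.5% of these cells in EC-iCOUP OE replicate 1, against the paper's 57.5%, and 44.9% in replicate 2, against the paper's 84.0%. Arterial EC made up 22.5% in replicate 1 (the paper's value is 0.864%) and 24.3% in replicate 2 (the paper's value is 0.303%). The definitions are unlike. The paper defines arterial EC as *Gkn*+ and found mature ones identifiable in WT mice alone, whereas they were named here from a list of markers. The paper labels most cells of the clusters named arterial here PP CapEC, so this bears on the gaps of both subsets. HEC made up 3.35% in replicate 1, against the paper's 12.5%, and CRP made up 3.64% in replicate 2, against the paper's 1.82%. None of the 6 alternatives set before the data were examined that give new clusters (resolutions 0.6 and 1.6, each library clustered separately, compared genes kept, the looser cell filter and no doublet removal) closed any of these gaps. Across them PP CapEC made up 0.648 to 27.5% and 1.01 to 50.3% in replicates 1 and 2, arterial EC 21.4 to 28.0% and 23.4 to 39.9%, HEC of replicate 1 2.92 to 3.89% and CRP of replicate 2 3.40 to 12.3%.

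The paper states that *Nr2f2* overexpression left *Vcam1*, *Ackr1*, *Ccl21a* and *Selp* unaltered. In PP CapEC the log2 ratios to the control library were 2.62 for *Selp* and 2.34 for *Ackr1*, both called higher. Among the alternatives set before the data were examined, *Selp* was not called with each library clustered separately (0.81), and *Ackr1* was not called with each library clustered separately (0.74), at resolution 1.6 (0.70) or with the looser cell filter (0.59). Among those chosen after seeing the values, *Ackr1* was not called with another arithmetic kernel (0.49), with clusters named by the paper's labels (0.83) or within cluster 3 (-1.17, a bound in replicate 1), where *Selp* had too few UMIs for a ratio. The paper also describes the effect as selective for the mucosal addressins. *Vwf*, a PCV marker here, was called higher in PP CapEC (4.28 ± 0.33) and cluster 3 (3.01 ± 0.50), but not in PCV (0.43). It was chosen after the results had been seen and was not left out of the clustering. In PP CapEC 227 of 5404 genes were called higher, for part of which a difference of the mice or libraries is a candidate explanation.

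*Vcam1* was not called in PP CapEC (-0.64), but it was called higher with the paper's subset labels (1.70) and without doublet removal (1.24), and lower with another arithmetic kernel (-1.07). The labels covered EC-iCOUP^OE cells only, and control cells kept the names given here. The labels place most cells of the clusters named arterial here among PP CapEC, so 1.70 compares unlike cells. With the clusters of all libraries named by the labels *Vcam1* was not called. *Ccl21a* moved in opposite directions in PP CapEC of the 2 EC-iCOUP OE libraries, with log2 ratios of -2.33 in replicate 1 and 1.13 in replicate 2, and it was called higher with the paper's subset labels (1.13). It was called higher in CRP (3.44 ± 0.27, SD, n = 2), where 5 cells held 82.0% and 97.4% of its UMIs in replicates 1 and 2.

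In PCV both EC-iCOUP OE libraries were below the control library for *Ackr1* (-1.01 ± 0.50) and for *Ccl21a* (-1.04 ± 0.12), though neither was called, and with the paper's subset labels *Ccl21a* was called lower there (-1.86). In LP CapEC the control library held 0 UMIs of *Selp*. Set against 3 UMIs, *Selp* was 2.41-fold and 5.95-fold higher in replicates 1 and 2. The lower limits of the log2 ratios by counting were 0.79 and 1.93. In CRP it was called higher on 1 UMI in the control library and 4 in each EC-iCOUP OE library, and the counting interval of replicate 1 (-1.88 to 7.07) included no change. *Selp* was also called higher in arterial EC (3.43 ± 1.19), from 2 UMIs in the control library, but their mix of clusters differed between the libraries. *Vcam1*, *Ackr1* and *Ccl21a* were not called there. In HEC of replicate 1 the log2 ratio was 1.58 for *Selp*, 0.89 for *Vcam1*, 0.59 for *Ackr1* and 0.28 for *Ccl21a*. In the unnamed cluster 4, of these genes only *Vcam1* was called higher (1.08). Its counting interval in replicate 2 (-0.99 to 2.71) included no change.

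According to the paper, HEV and PCV did not raise the addressins further. In HEC of EC-iCOUP OE replicate 1 the log2 ratio of *St6gal1* was 1.25. It was under 1 with each library clustered separately (0.99), with the paper's subset labels (0.67), with the mean of the CPM of single cells (0.94) and with TMM scaling (0.97), and also with clusters named by the paper's labels (0.62). In the unnamed cluster 4, most often labelled HEC by the paper, the log2 ratio of *St6gal1* was -0.18 ± 0.21 (SD, n = 2).

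The paper describes lamina propria EC as enriched in transport genes. Of the transport genes with at least 50 UMIs, 13 of 46 were higher in LP than in PP CapEC in the control library, 30 of 55 in replicate 1 and 12 of 31 in replicate 2. The median of the list did not stand out from random lists in any of the 3 libraries (percentiles 4.04, 72.4 and 37.2), and random lists too had a median below 0 in the control library (-0.16) and replicate 2 (-0.11). With genes of at least 10 UMIs the number was 63 of 131, 84 of 157 and 56 of 98, at percentiles 61.5, 91.5 and 82.7. With the looser cell filter the list lay at percentile 0.0200 in the control library, on 24 genes. The paper labels 39 of the 64 labelled cells of LP CapEC so, which limits this comparison.

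The paper places identifiable *Gkn3*+ arterial EC in the WT cohort alone. *Gkn3* held 6 UMIs in 6 blood EC of EC-iCOUP OE replicate 1. It also describes CRP as missing from male WT mice, and 5 CRP of the control library were called male from their UMIs, among 32 without an *Xist* UMI (5.28 to 32.8%), against a background of 1.82% (1.25 to 2.56%) in the control cells with an *Xist* UMI. The cells named CRP here were labelled CRP by the paper only in part. No alternative was run for these calls.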

Other observations

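The tests of *Madcam1* against RNA of HEC, RNA of PCV, the mix of capillary clusters, library chemistry and differences of the mice or libraries, the test of *Hbb-bt* against red blood cells, the test of the Notch list within cluster 3, the test of missing arterial EC for *Gkn3*, the comparison of *Hebp1* by its change in CPM and the tests of free RNA were chosen only after the results had been seen, and so was the choice of *Vwf* and *Glycam1*.

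Technical explanations of the rise of *Madcam1* in PP CapEC were tested. If it came from RNA or cells of HEC, *Ccl21a* would come with it, but *Madcam1* was 111 times the level implied by *Ccl21a* in replicate 1 and 12.6 times in replicate 2, where the level rests on 3 HEC. Against the level that *Ackr1* implies for RNA or cells of PCV, *Madcam1* was 14.3 times as high in replicate 1 and 18.6 times in replicate 2. Within cluster 3 the smaller of its log2 ratios was 1.59, which argues against a different mix of clusters as the whole cause, although the ratio was far below that of the pooled PP CapEC. In replicate 2, whose barcodes come from the same set as those of the control library, the log2 ratio was 4.78, which argues against chemistry. Among cells called female the ratios were 4.62 and 4.69, which argues against the share of male cells. In PCV the higher of the log2 ratios was 0.13, which argues against a difference of the mice or libraries that reaches all cell types, and in pericyte-like cells the replicates went in opposite directions (2.05 and -1.40). A difference confined to PP CapEC is argued against only in part by LP CapEC, where the log2 ratios were 3.95 and 4.53. The paper labels 39 of the 64 labelled cells there LP CapEC, 15 PP CapEC and 10 CRP. The ratios in CRP and arterial EC, 3.22 or more, cannot decide on such a difference. Most labelled cells of those clusters were PP CapEC by the paper's labels. In LP CapEC of replicate 1 *Madcam1* (831 CPM) was near its level in pericyte-like cells (686 CPM), where free RNA counts too, but in CRP (1403 CPM) and arterial EC (1925 CPM) it was higher. These tests are in line with an effect of induced *Nr2f2* as a hypothesis. A difference of the mice in EC other than PCV that does not depend on *Nr2f2* was examined within clusters. Between cells with and without an *Nr2f2* UMI the share with *Madcam1* differed by 20.3 and 10.5 percentage points within cluster 3 of replicates 1 and 2, with intervals that overlapped in replicate 2, and by -0.764 and -0.528 within cluster 1, where cells without an *Nr2f2* UMI were few. Such a difference and an effect of *Nr2f2* cannot be told apart by these shares. In cluster 3 the intervals were apart in replicate 1 only. Cluster 1 cannot decide, because its few cells without an *Nr2f2* UMI may hold *Nr2f2* below detection at this depth.

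The median of the Notch list in PP CapEC was also examined for a different mix of capillary clusters. Within cluster 3 its percentile was under 2.5 in replicate 2 (1.03) and not in replicate 1. The mix of clusters and lower expression within the clusters cannot be told apart for this list, because the replicates part. By gene, the log2 ratio in PP CapEC was -1.60 for *Hey2*, -1.49 for *Dll4*, -1.41 for *Notch4*, -1.41 for *Jag2*, -1.36 for *Nrarp*, -0.56 for *Sox17*, -0.56 for *Notch1* and -0.39 for *Jag1*, each negative in both replicates. *Hes1* moved in opposite directions (-0.94 in replicate 1 and 0.52 in replicate 2), and *Heyl* had too few UMIs for a ratio.

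The 10 genes with the largest decrease in PP CapEC had mean log2 ratios of -6.40 (*Gm10093*), -5.65 (*Serpina1b*), -4.22 (*Prom1*), -4.82 (*Glycam1*), -3.68 (*Unc5b*), -3.58 (*Cit*), -3.81 (*Dcn*), -4.66 (*Gm10260*), -3.45 (*Hebp1*) and -3.20 (*Hbb-bt*). *Serpina1b*, *Glycam1* and *Dcn* held 0 UMIs in 1 or both EC-iCOUP OE libraries, and their values are bounds there. Of *Gm10093* each EC-iCOUP OE library held 1 UMI (counting intervals -12.19 to -4.35 and -11.25 to -3.42), of *Gm10260* replicate 1 held 1 UMI (-11.62 to -3.76) and of *Hebp1* replicate 2 held 3 UMIs (-6.35 to -2.44). In pericyte-like cells the log2 ratio was -4.39 for *Gm10093*, -6.23 for *Serpina1b*, -2.82 for *Prom1*, -5.36 for *Glycam1*, -3.44 for *Unc5b*, -5.62 for *Dcn* and -2.37 for *Gm10260*, and a difference of the mice or libraries in all cell types may account for these 7 genes. Replicate 2 held 0 UMIs there of all of them but *Dcn*, and replicate 1 held 0 of *Gm10260*, and the values are bounds in those libraries. Replicate 1 held 1 UMI of *Gm10093* (counting interval -11.45 to -3.50), 1 of *Glycam1* (-12.40 to -4.53) and 2 of *Serpina1b* (-10.50 to -5.56). *Hebp1* was higher in pericyte-like cells (1.72), which argues against such a difference for it. For *Cit* (-0.87) and *Hbb-bt*, with 0 UMIs in these cells, it cannot be told apart from an effect in EC because the counts are too few. Of the *Hbb-bt* UMIs in control PP CapEC 100% lay in the 2 cells with the most *Hbb-bs*, another haemoglobin gene, whereas each of the other 9 genes was found in 52 or more control cells. This is consistent with red blood cells or their RNA in 2 cells as the source of *Hbb-bt* in the control library. In replicate 1 a single cell held 595 of the 597 *Hbb-bs* UMIs, with 5 UMIs of *Hbb-bt* in all PP CapEC, so a difference of the mice in *Hbb-bt* stays open. *Gm10093* and *Gm10260* have near-identical copies in the genome, and shared reads stay open for them.

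Over all genes called in PP CapEC and covered in pericyte-like cells by at least 20 UMIs, 38 of 193 higher genes (19.7%) and 46 of 118 lower genes (39.0%) passed the size rule in the same direction there. Of 4719 genes not called in PP CapEC, 1.21% passed it upwards and 1.86% downwards. A difference of the mice or libraries is therefore a candidate explanation for part of the called genes. For the called genes as a whole it cannot be told apart from an effect in EC, because only a part of them passed the rule in pericyte-like cells, and apart from the genes named above they were not judged 1 by 1.

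Less free RNA of another cell type was tested for 3 of the lower genes, since free RNA reaches all cells of a library alike. In glia of the control library (205 cells) *Glycam1* was at 196 CPM, against 163 CPM in PP CapEC, and it was past the size rule in PCV, arterial EC and CRP, with a highest mean log2 ratio of -3.93. These values are in line with free RNA of HEC, which were fewer in the EC-iCOUP OE libraries. *Serpina1b* in glia stood at 2.91% of its level in PP CapEC (3.27 against 112 CPM), which argues against free RNA for this gene. *Dcn* was at 39.2 CPM in glia and 36.1 CPM in PP CapEC, and its highest mean log2 ratio over the subsets with a ratio was -3.78, but CRP held 6, 0 and 0 UMIs. For *Dcn* free RNA cannot be told apart from other explanations because the counts are too few. The libraries differed in the cell types left out, with 2488, 8 and 5 fibroblasts, 205, 2 and 5 glia and 1, 922 and 126 lymphatic EC in the control library and EC-iCOUP OE replicates 1 and 2.

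A list of 32 interferon gamma response genes, *Cxcl10* among them, was chosen because of *Cxcl10*, and thus only after values had been seen. In PP CapEC its median log2 ratio was 0.39 and 0.50 in replicates 1 and 2, at percentiles 98.7 and 99.99 of random lists. In PCV the percentiles were 84.1 and 99.8, and within cluster 3 they were 61.0 and 69.1. In pericyte-like cells they were 38.2 and 0.010, which argues against a response of the whole tissue. The list was not raised within cluster 3. A different mix of capillary clusters may account for its median in PP CapEC. Cluster 3 cannot decide this, because *Nr2f2* was found in a smaller share of its EC-iCOUP^OE cells than in cluster 1. EC express these genes too.

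*Gkn3* was almost absent from the EC-iCOUP OE libraries, and the absence of arterial EC was considered. In cluster 8 the median log2 ratio of the 8 other arterial markers was 0.031 in replicate 1 and -0.31 in replicate 2, with lower values for *Gja5* (-0.77 and -1.05), *Sema3g* (-0.97 and -0.49) and *Efnb2* (-0.54 and -0.94) in replicates 1 and 2. Missing arterial EC and a loss of *Gkn3* within them cannot be told apart, because the cluster was named from these markers. An effect of induced *Nr2f2* and a difference of the mice stay open. In arterial EC as a whole the log2 ratio was 7.10 for *Nr2f2* and 5.25 for *Madcam1*. These cells were mostly of cluster 8 in the control library and mostly of cluster 2 in the EC-iCOUP^OE libraries.

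Other values are of genes for which the paper's text states no effect of induced *Nr2f2*. *Nkx2-3* had log2 ratios of -0.87 ± 0.15 (SD, n = 2) in PP CapEC, 0.98 ± 0.17 in LP CapEC, 0.012 ± 0.14 in CRP and -0.60 ± 0.047 in PCV. *Vwf* had log2 ratios of 4.28 ± 0.33 in PP CapEC, 3.02 ± 0.71 in CRP and 0.43 ± 0.24 in PCV, and 3.01 ± 0.50 within cluster 3. *Nr2f1* held 1, 3 and 0 UMIs in PP CapEC of the control library and EC-iCOUP OE replicates 1 and 2, and *Fut7* held 3, 0 and 0. In HEC *Fut7* held 1029 UMIs in the control library and 230 in replicate 1, a log2 ratio of -0.16 (counting interval -0.37 to 0.047).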
